# Genetic Architecture of Atherosclerosis in Mice: A Systems Genetics Analysis of Common Inbred Strains

**DOI:** 10.1371/journal.pgen.1005711

**Published:** 2015-12-22

**Authors:** Brian J. Bennett, Richard C. Davis, Mete Civelek, Luz Orozco, Judy Wu, Hannah Qi, Calvin Pan, René R. Sevag Packard, Eleazar Eskin, Mujing Yan, Todd Kirchgessner, Zeneng Wang, Xinmin Li, Jill C. Gregory, Stanley L. Hazen, Peter S. Gargalovic, Aldons J. Lusis

## Abstract

Common forms of atherosclerosis involve multiple genetic and environmental factors. While human genome-wide association studies have identified numerous loci contributing to coronary artery disease and its risk factors, these studies are unable to control environmental factors or examine detailed molecular traits in relevant tissues. We now report a study of natural variations contributing to atherosclerosis and related traits in over 100 inbred strains of mice from the Hybrid Mouse Diversity Panel (HMDP). The mice were made hyperlipidemic by transgenic expression of human apolipoprotein E-Leiden (APOE-Leiden) and human cholesteryl ester transfer protein (CETP). The mice were examined for lesion size and morphology as well as plasma lipid, insulin and glucose levels, and blood cell profiles. A subset of mice was studied for plasma levels of metabolites and cytokines. We also measured global transcript levels in aorta and liver. Finally, the uptake of acetylated LDL by macrophages from HMDP mice was quantitatively examined. Loci contributing to the traits were mapped using association analysis, and relationships among traits were examined using correlation and statistical modeling. A number of conclusions emerged. First, relationships among atherosclerosis and the risk factors in mice resemble those found in humans. Second, a number of trait-loci were identified, including some overlapping with previous human and mouse studies. Third, gene expression data enabled enrichment analysis of pathways contributing to atherosclerosis and prioritization of candidate genes at associated loci in both mice and humans. Fourth, the data provided a number of mechanistic inferences; for example, we detected no association between macrophage uptake of acetylated LDL and atherosclerosis. Fifth, broad sense heritability for atherosclerosis was much larger than narrow sense heritability, indicating an important role for gene-by-gene interactions. Sixth, stepwise linear regression showed that the combined variations in plasma metabolites, including LDL/VLDL-cholesterol, trimethylamine N-oxide (TMAO), arginine, glucose and insulin, account for approximately 30 to 40% of the variation in atherosclerotic lesion area. Overall, our data provide a rich resource for studies of complex interactions underlying atherosclerosis.

## Author Summary

While recent genetic association studies in human populations have succeeded in identifying genetic loci that contribute to coronary artery disease (CAD) and related phenotypes, these loci explain only a small fraction of the genetic variation in CAD and associated traits. Here, we present a complementary approach using association analysis of atherosclerotic traits among inbred strains of mice. A strength of this approach is that it enables in-depth phenotypic characterization including gene expression and metabolic profiling across a variety of tissues, and integration of these molecular phenotypes with coronary artery disease itself. A striking finding was the large fraction of atherosclerosis that was explained by genetic interactions. Association analysis allowed us to identify genetic loci for atherosclerotic lesion area as well as transcript, cytokine and metabolite levels, and relationships among the traits were examined by correlation and network modeling. The plasma metabolites associated with atherosclerosis in mice, namely, LDL/VLDL-cholesterol, TMAO, arginine, glucose and insulin, overlapped with those observed in humans and accounted for approximately 30 to 40% of the observed variation in atherosclerotic lesion area. In summary, our data provide a detailed overview of the genetic architecture of atherosclerosis in mice and a rich resource for studies of the complex genetic and metabolic interactions that underlie the disease.

## Introduction

Inheritance plays an important role in the pathogenesis of coronary artery disease (CAD), the leading cause of death in the developed world [1–4]. Recent genome-wide association studies (GWAS), involving hundreds of thousands of individuals have identified numerous loci contributing to CAD traits and to risk factors such as blood lipoprotein levels and blood pressure. A major challenge at present is to identify the causal genes at those loci and to understand the mechanisms by which they contribute to disease [5, 6]. Most of the loci identified do not contain known candidates; for example, data from nearly 200,000 people identified 46 genetic loci associated with CAD, but only 17 of these loci contain genes for known risk factors such as lipids and blood pressure [5]. In a few cases, novel loci contributing to CAD have been successfully dissected using a combination of human and experimental mouse studies [7–9]. Such GWAS and follow-up studies do, however, have some important limitations. In particular, they are poorly powered to examine gene-by-gene and environmental interactions or to identify rare variants. Consequently, for most traits that have been studied, even very large association studies explain a small fraction of the heritability of the traits [9, 10].

A complementary approach to studying common forms of CAD is to use naturally occurring variations in experimental organisms such as rats or mice. Important advantages include the ability to control the environment and to monitor both clinical and molecular phenotypes in detail. Over the past 20 years, quantitative trait locus (QTL) analysis has identified hundreds of loci for common disease traits. Unfortunately, this has led to the identification of relatively few genes and novel pathways, primarily because of the low resolution of linkage analysis [11]. However, with the recent sequencing of many mouse strains, it has become feasible to carry out high-resolution mapping in mice using association rather than linkage [12–15].

We now report association analysis of atherosclerosis and related traits in a population of over 100 common inbred strains, termed the Hybrid Mouse Diversity Panel (HMDP). The panel allows mapping of complex traits by association analysis, providing resolution at least an order of magnitude better than that achieved by traditional linkage analysis [12]. The approach has now been used to identify novel genes for a number of traits, including several examples in which the genes have been validated using transgenic models [13, 14, 16, 17]. Because the development of significant atherosclerotic lesions in mice requires a hyperlipidemia background, we have bred each of the strains to a common strain (C57BL/6J) that donated transgenes for two dyslipidemia-inducing mutations: human apolipoprotein E-Leiden (APOE-Leiden) and human cholesteryl ester transfer protein (CETP). Genetic differences among the F1 animals arise only from sequence variations present in the individual recipient strains. We term this set of F1 animals the “Ath-HMDP”. Association analysis was used to identify and map phenotypic traits correlated with these known sequence variations. We have analyzed the progeny using a multi-phenotype layered “systems genetics” approach, involving the analysis of molecular as well as clinical phenotypes. The results provide a view of the genetic architecture of atherosclerosis in mice and enable statistical modeling of pathways underlying atherosclerosis. They also serve as a resource for future studies.

## Results

### Strategy for construction and analysis of Ath-HMDP mice

One difficulty in applying an association strategy to atherosclerosis in a panel of mice is that a sensitizing mutation resulting in hyperlipidemia is required for the development of substantial lesions. The most widely used models are apolipoprotein E null (*Apoe* ^*-/-*^) [18, 19] and LDL receptor null (*Ldlr* ^*-/-*^) mice [20]. Both of these act in a recessive manner with respect to lesion development, and breeding either of these mutations to a homozygous state in numerous strains for an association study is not practical. To circumvent this problem, we developed a strategy in which C57BL/6J mice carrying dominant hyperlipidemia-inducing transgenes were bred to a panel of different strains followed by analysis of atherosclerosis and related traits in the heterozygous (F1) mice (**Fig 1A**). For this purpose, we employed transgenes for human APOE-Leiden and CETP, both of which had been previously used to promote atherosclerosis development in mice in a dominant manner [21, 22]. We found that the combination of both transgenes provided the most robust development of lesions in both female and male mice (**Fig 1B**). We also examined various diets and chose a diet containing 1.0% cholesterol since it significantly enhanced lesion development in females although no significant effect was observed in the smaller lesions observed in male mice (**Fig 1B**).

**Fig 1:**
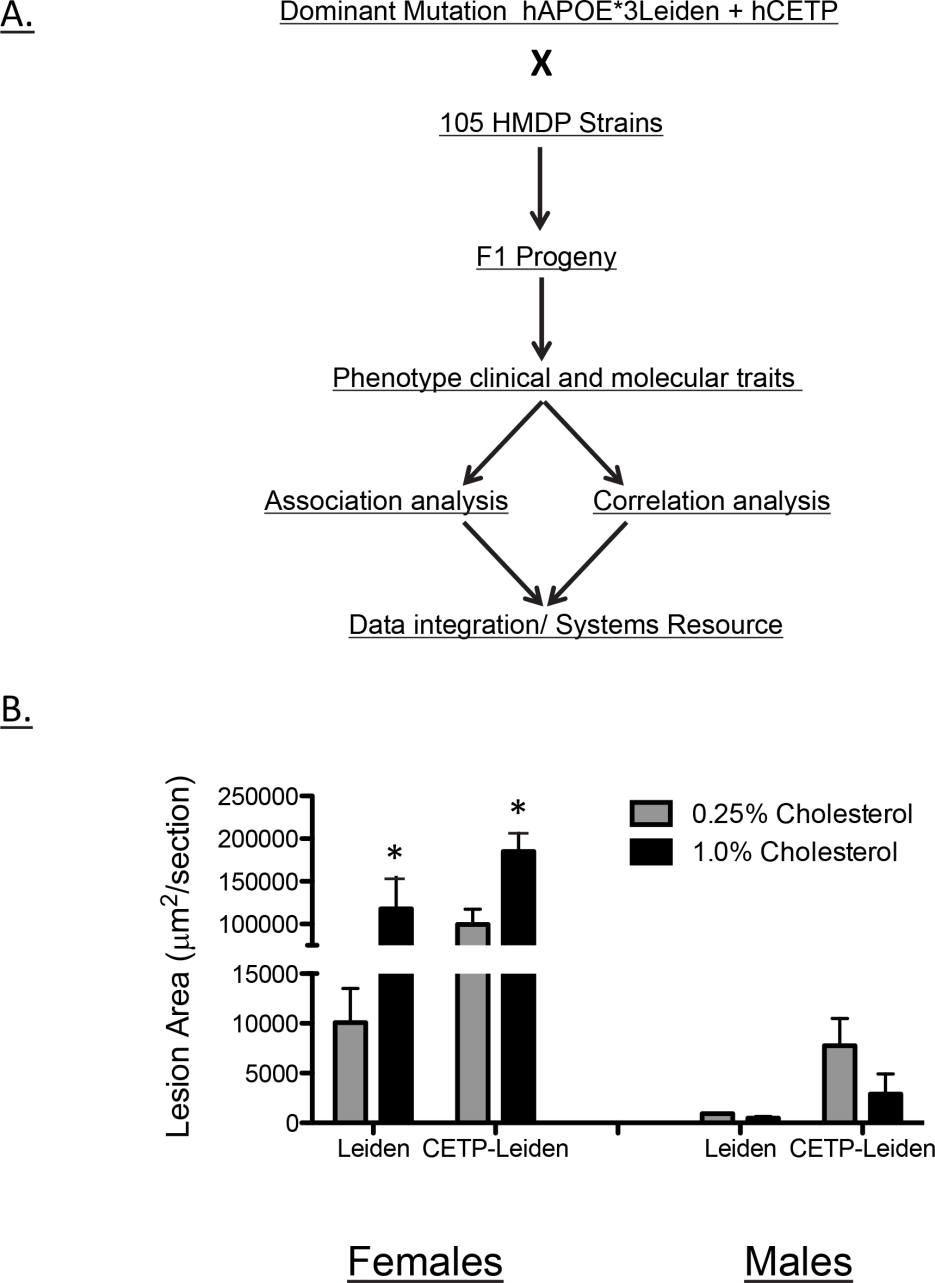
Strategy for construction and analysis of Ath-HMDP mice. (**A**) Flow diagram for construction and analysis of Ath-HDMP mice. Male C57BL/6 mice carrying the dominant human transgenes for ApoE*3 Leiden and CETP were mated with 105 inbred strains from the hybrid mouse diversity panel (HMDP). Beginning at 8 weeks of age, F1 progeny carrying both transgenes were placed on a high-fat diet containing either 1.0% or 0.25% cholesterol for 16 weeks and then measured for a panel of atherosclerosis-related traits. Association and correlative analysis was used to map genetic variation underlying these traits and to identify associated pathways. (**B**) Impact on atherosclerotic lesion area (μm^2^/section) of dietary cholesterol, sex and hAPOE*3Leiden and combined hAPOE*3Leiden/hCETP transgenes on mice (C57BL/6J background) Note scale break at 50,000 μm^2^/section. The diet containing 1.0% cholesterol was associated with a significant increase in atherosclerotic lesion area in females (*, p < 0.05) but not in males.

Our overall experimental design is summarized in **Fig 1A**. We generated mice heterozygous for the APOE-Leiden transgene and homozygous for the CETP transgene on a C57BL/6J background and bred these to each of about 100 HMDP mouse strains with selection of F1 mice expressing both transgenes. Ideally, donor mice homozygous for both transgenes would have been used in these studies, but we found that homozygous APOE-Leiden mice were poor breeders. The F1 mice (which we term “Ath-HMDP”) were maintained on a chow diet until 8 weeks of age and then challenged with a “Western style” high-fat cholesterol containing diet for an additional 16 weeks, at which time they were euthanized and trait phenotypes examined. In addition to atherosclerosis, we examined a variety of metabolic traits that have been associated with atherosclerosis in human populations, including plasma lipid levels, insulin/glucose levels, blood cell levels, obesity and TMAO levels [23]. We then performed high-resolution association mapping and correlation analyses for the traits and integrated the data to identify candidate genes and pathways.

### Plasma lipids, insulin/glucose, and adiposity

We measured levels of plasma lipids in the Ath-HMDP mice on a chow diet at 8 weeks of age as well as after feeding the mice the high fat high cholesterol diet from 8 weeks to 24 weeks of age. Strain-average plasma levels of total cholesterol, LDL/VLDL-cholesterol, HDL-cholesterol and total triglyceride levels varied considerably among the strains (**S1 Fig**). In fact, for individual mice at 24 weeks, HDL-cholesterol levels ranged from undetectable levels to 220 mg/dl, VLDL/LDL-cholesterol levels ranged from 10 to 2,800 mg/dl, and triglyceride levels ranged from 10 to 2,700 mg/dl. As expected, the diet greatly elevated the levels of total- and LDL/VLDL-cholesterol in all the strains, but there remained a strong correlation between values on the chow and Western diets (**S2 Fig**). The correlations of each class of lipids with atherosclerotic lesion area in females are shown in **S3 Fig**. Atherosclerotic lesion size was negatively associated with HDL-cholesterol levels (but only suggestively, p = 0.08) and positively associated with LDL/VLDL-cholesterol levels (p = 0.004) (**Panels A** and **B** in **S3 Fig**). Triglyceride levels were not significantly associated with lesion area (p = 0.41) (**Panel C** in **S3 Fig**). The strengths of associations in male mice are shown in **S1 Table**.

The levels of plasma glucose, insulin (presented in **S4 Fig**) and a measure of insulin resistance (HOMA-IR)[17, 24], were determined. There were large variations in all three parameters, with insulin levels ranging from undetectable levels to over 9,800 pg/ml. Glucose levels ranged from 126 mg/dl to nearly 450 mg/dl, with 75% of the mice having blood glucose levels in excess of 211 mg/dl. Correlation of glucose with atherosclerotic lesion size reached significance (p = 0.016) in males but not in females (p = 0.329) (**Panel E** in **S3 Fig** and **S1 Table**). HOMA-IR, a measure of insulin resistance calculated from glucose and insulin values, ranged between 1.2 and 54. Correlation of HOMA-IR with atherosclerotic lesion size was modest (p = 0.06) in females but not significant in males (p = 0.44) (**Panel F** in **S3 Fig**, **S1 Table**).

The levels of body fat, examined using nuclear magnetic resonance (NMR) spectroscopy, ranged from <10% to nearly 50% adiposity (**S2 Table)**. There was no significant relationship between adiposity and the extent of atherosclerosis among the male mice (r = -0.099, p = 0.381) but a significant inverse relationship among female mice (r = -0.353, p = 0.001) (**S1 Table**). This inverse relationship is consistent with studies in genetically obese (*ob/ob* and *db/db*) mice which have reduced atherosclerosis [25]. This may have to do with increased lipoprotein particle size in obese mice. For example, lipoprotein lipase deficient mice have severe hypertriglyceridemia without increased atherosclerosis [26].

Using association analysis with correction for population structure, we mapped major loci contributing to lipoprotein levels in the Ath-HMDP. The regions identified as most likely to contain the causal gene (or genes) were those in strong linkage disequilibrium with the peak SNP (determined by calculated r^2^ SNP correlations greater than 0.8) and exceeding the FDR cutoff of 5%, corresponding to the association p-value of 1.3×10^−5^ [27]**.** A list of all significant loci (FDR < 5%) is provided in **S3 Table**, but we highlight several of the associations for plasma lipids identified in females. A significant association was identified for VLDL/DL cholesterol on Chr 18 at 21 Mb (**Figs 2A and 3A**), HDL cholesterol on Chr 5 at ~120 Mb (**Figs 2B and 3B**), and triglycerides on Chr 1 at ~135 Mb (**Figs 2C and 3C)**. The QTL for triglycerides is novel, while the Chr 18 peak has previously been associated with HDL cholesterol but not VLDL/LDL or total cholesterol [28] and the Chr 5 peak is within the QTL boundaries of 2 previously reported HDL QTL, *Hdlq8* and *Chldq12* **[28, 29]**. Some loci observed on chow diets are obscured on the hyperlipidemia background; for example, on a chow diet, the *Apoa2* locus on Chr 1 is a major determinant of HDL-cholesterol levels [12] suggesting that gene x diet interactions influence disease susceptibility.

**Fig 2:**
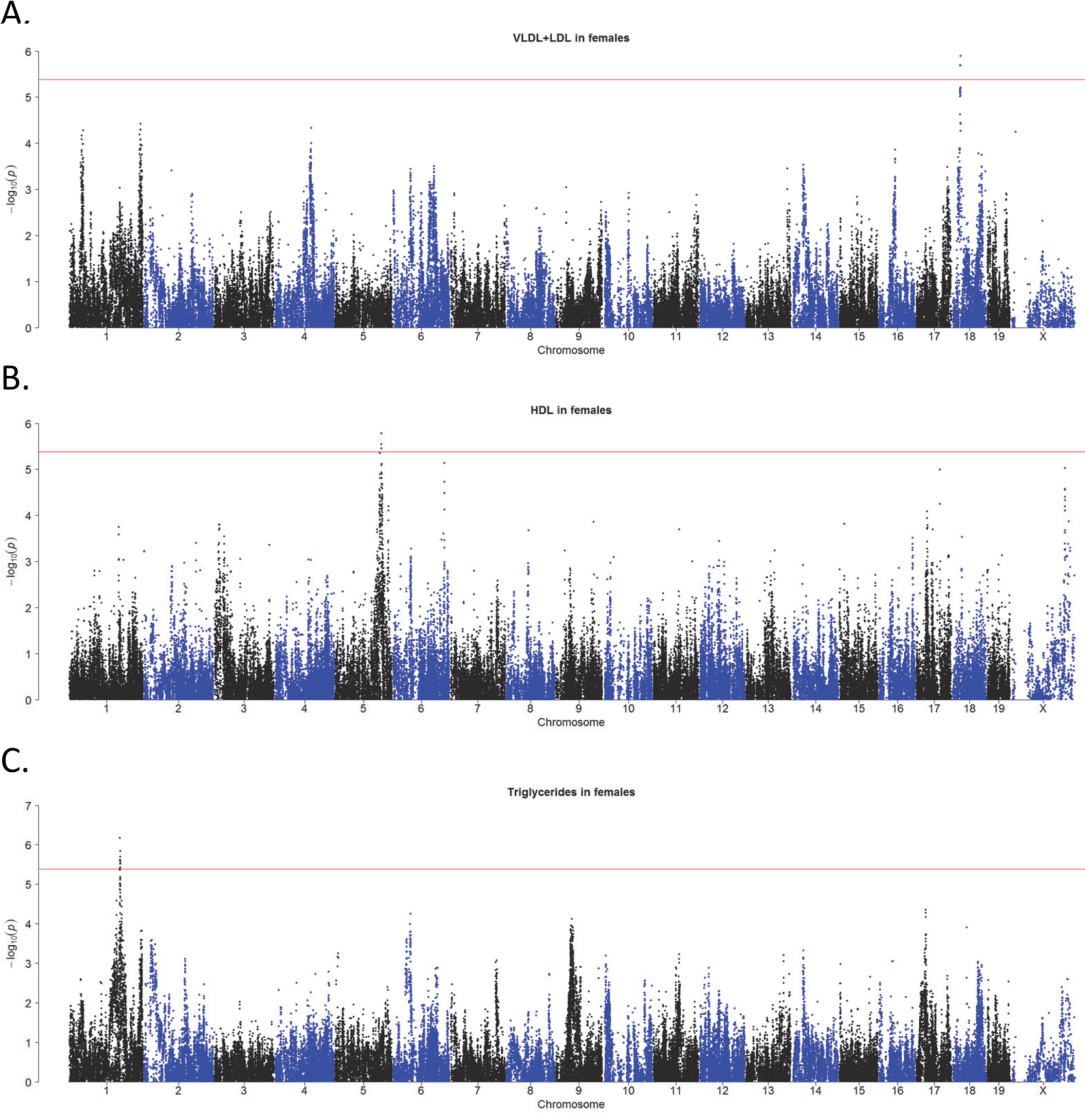
Plasma lipids in the Ath-HMDP. Genome wide association plots for very low-density lipoproteins, VLDL, and low-density lipoproteins, LDL (**A**). High density lipoproteins, HDL (**B**), and Triglycerides (**C**).

**Fig 3:**
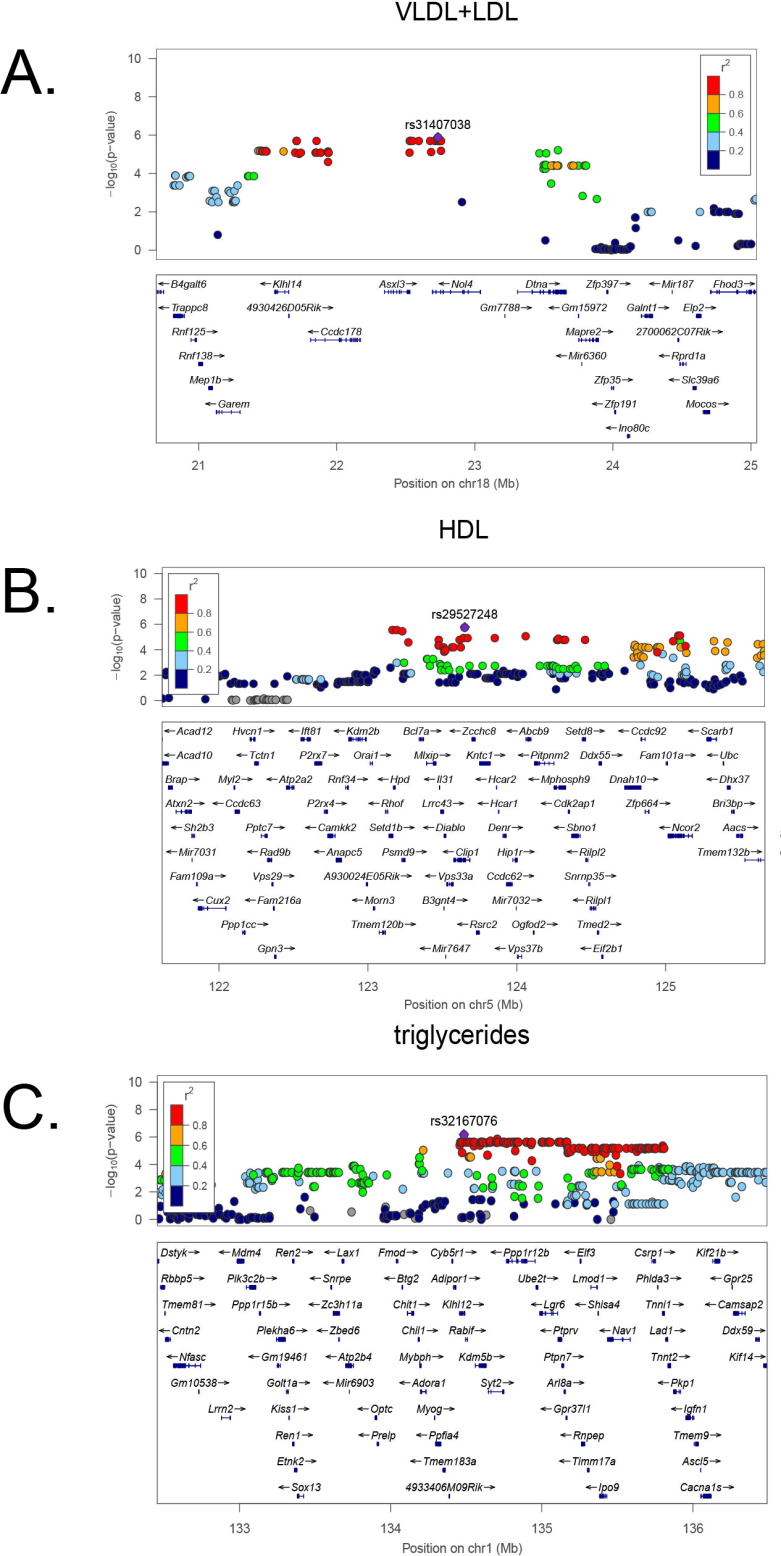
High resolution regional plots of plasma lipid loci in Ath-HMDP. Locus Zoom plots [118] are shown for the VLDL+LDL locus on Chr 18 (**A**), the HDL locus on Chr 5 (**B**) and the triglycerides locus on Chr 1 (**C**). Physical locations of genes are denoted by blue horizontal bars. The linkage disequilibrium (LD) of the SNPs with the lead SNP at the locus is denoted by the color of the SNP. Red indicates SNPs that are highly correlated (in strong LD with each other) and defines the critical region for candidate gene selection.

### Atherosclerosis: Aortic lesion area

**Fig 4**shows the distribution of atherosclerotic lesion areas in the proximal aorta in the Ath-HMDP mice. Strain-average lesion areas in females ranged as high as 400,000 μm^2^ in several recombinant inbred (RI) strains to less than 2,500 μm^2^ for resistant strains (**Fig 4A**). Strain-average lesion areas in males tended to be much lower but also varied widely, from about 170,000 μm^2^ to negligible (**Fig 4B**). Strain C57BL/6J mice, with lesion sizes of about 150,000 μm^2^/section for females and 19,000 μm^2^/section for males, were approximately intermediate in the panel of strains. The sizes of lesions correlated significantly between males and females (r = 0.47, p = 2.61 X 10^−5^) (**Fig 4C**) but, clearly, the ratio of lesion sizes in the sexes varied widely, indicating the existence of gene-by-sex interactions. The range of lesion-areas is consistent with previous results from a small number of strains on either *Apoe* ^*-/-*^ or *Ldlr* ^*-/-*^ backgrounds as well as genetic crosses [30, 31]. We were also interested in the site specific regulation of atherosclerosis and dissected the brachiocephalic arteries from the first 300 mice, but did not observe significant lesion development. We thus focused our efforts on the aortic root.

**Fig 4:**
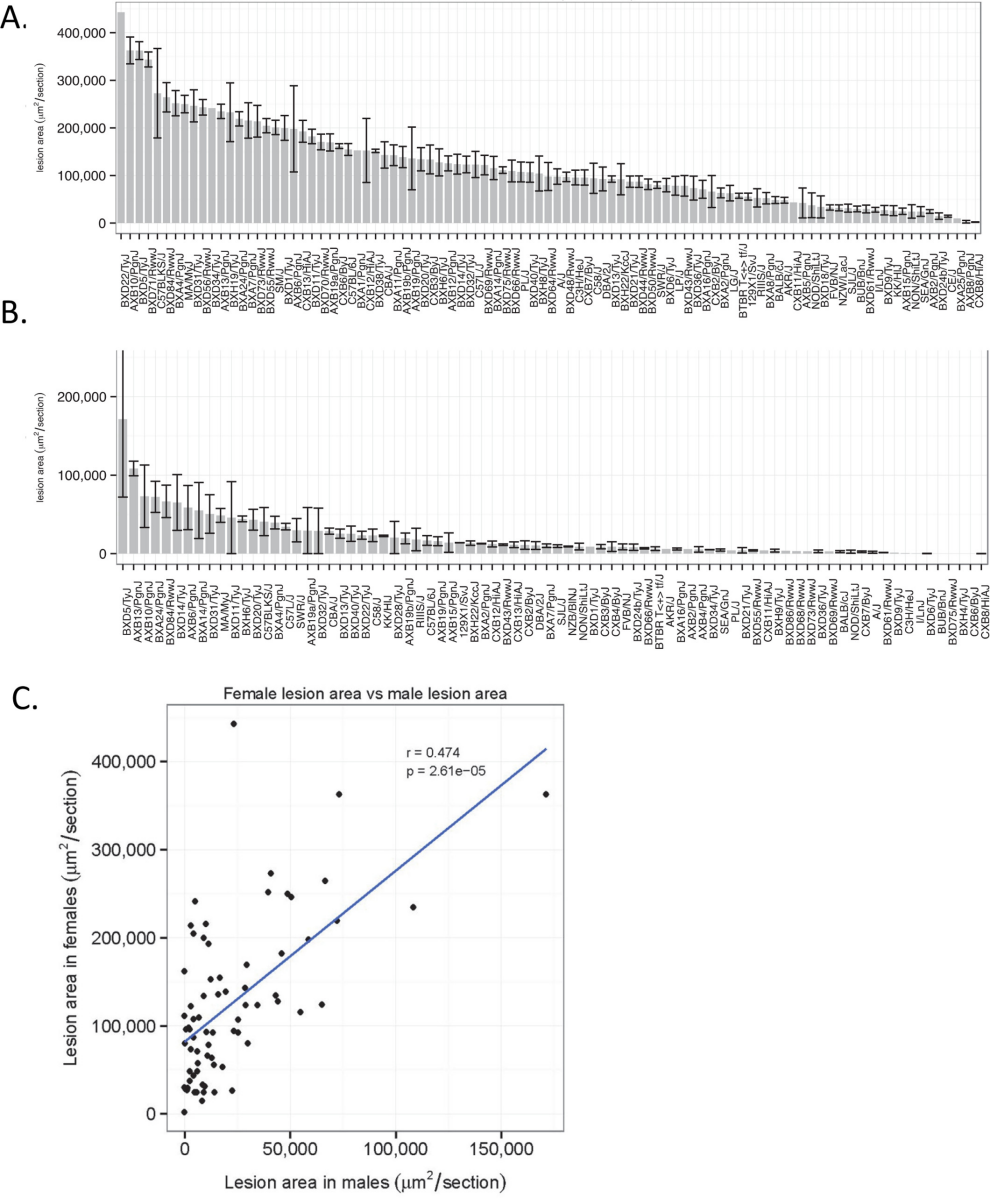
Atherosclerosis in Ath-HMDP mice. Atherosclerotic lesion size (μm^2^ ± SEM) in the proximal aorta and aortic sinus were quantitated for 697 female mice (**A**) and 281 male mice (**B**) using oil red—O staining. In each panel, strains are arranged in rank order by strain-average lesion area. (**C**) Correlation between strain-average lesion areas in male and female Ath-HMDP mice.

We next sought to determine the loci contributing to lesion development. Using an FDR cutoff of 5%, corresponding to the association p-value of 1.3×10^−5^ [27], we were able to identify 4 genome-wide significant loci in females and 1 locus in males significantly associated with atherosclerotic lesion size (**Fig 5A and 5B**). The locus on Chr 9, encompassing about 1 Mb between 46 and 47 Mb of the chromosome, was observed in both sexes (**Fig 5C and 5D**) and corresponds to a locus previously identified in genetic crosses between strains C57BL/6J and C3H/HeJ [32]. High-resolution regional plots of the other 3 loci in females are presented in **S5 Fig**. The two loci on Chr 2 are clearly distinct because conditioning on one does not affect the association for the other (**S6 Fig**). Due to differences in breeding, the number of F1 mice differed considerably between strains (**S2 Table**). When we performed association analysis using only strains with 3 or more mice, the significant regions exhibited similar p-values but a suggestive peak on Chr 10 became significant (**S7 Fig**).

**Fig 5:**
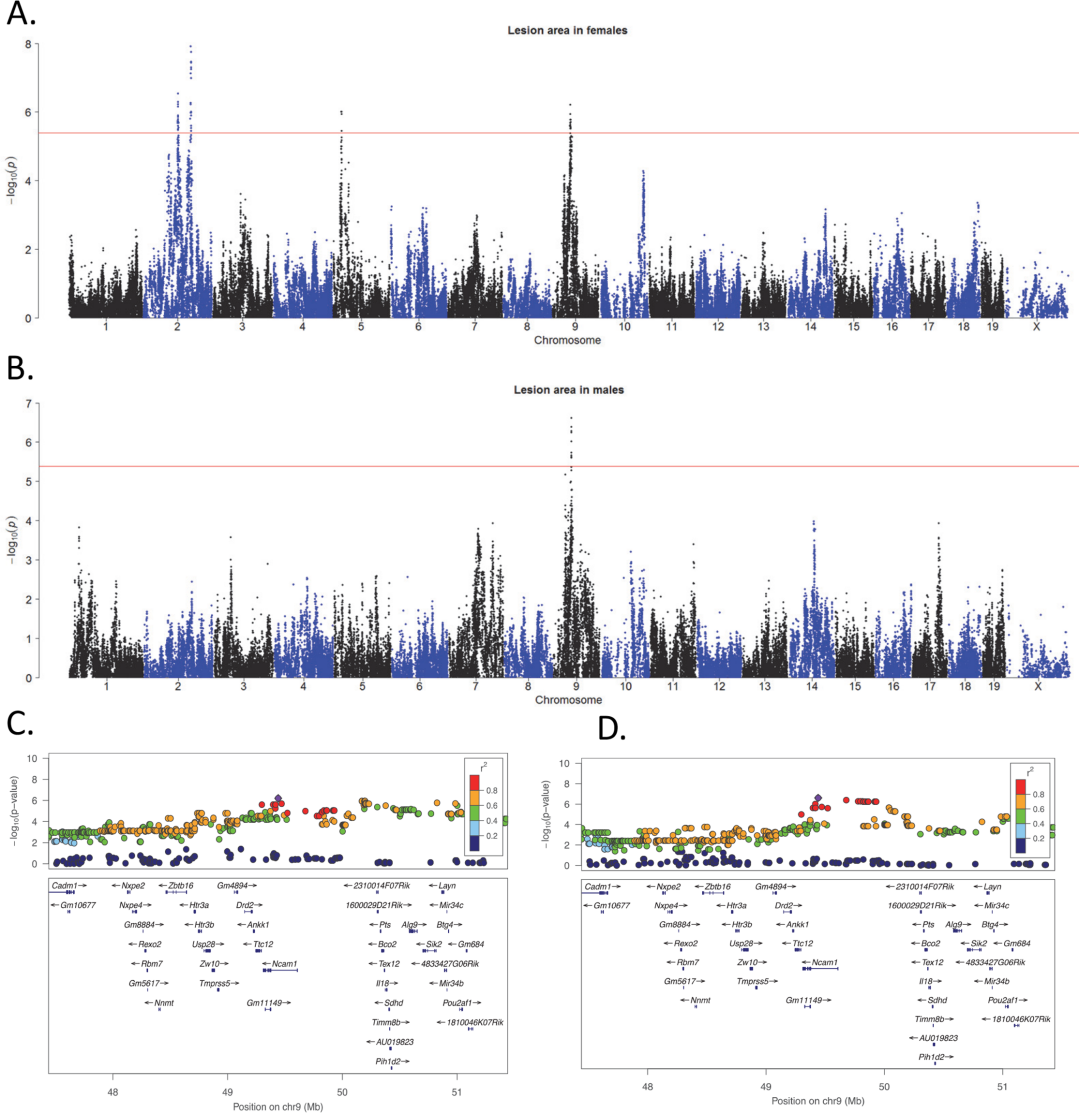
Genetic regulation of atherosclerotic lesion area in HMDP mice. Loci detected for aortic sinus lesion area are shown for (**A**) female mice, (**B**) male mice. The X-axis shows genomic position while the Y-axis indicates −log10 of the p-value following correction for population structure, as described in Methods. The horizontal red line indicates the HMDP cutoff for genome-wide significance; p = 4.2 X 10^−6^. [12] (**C, D**) LocusZoom plots [118] of the genetic association results are shown for (**C**) female mice and (**D**) male mice. Physical locations of genes are denoted by blue horizontal bars. The linkage disequilibrium (LD) of the SNPs with the lead SNP at the locus is denoted by the color of the SNP. Red indicates SNPs that are highly correlated (in strong LD with each other) and defines the critical region for candidate gene selection.

### Blood cell levels: Association of monocytes with atherosclerosis

Recent studies have highlighted the relationship between blood cells and cardiovascular disease[33–35]. We quantitated blood cell levels and correlated these with the extent of lesion development. The number of granulocytes, monocytes and percent granulocytes were positively correlated with lesions but did not reach statistical significance (**S4 Table)**. The percentage of white cells that were monocytes was significantly and positively correlated with atherosclerosis (r = 0.231, p = 0.023) (**S4 Table**)**.**

We mapped major loci contributing to the blood cell levels (**S3 Table**), and identified multiple loci affecting these traits. We detected an association for the percentage of white blood cells that were monocytes on Chr 8 at 36 Mb and total monocyte counts were regulated by loci on Chr 9 and 13 (**S3 Table**).

### Plasma cytokine levels: Association of KC, the mouse homolog of IL-8, with atherosclerosis

Cytokines are clearly important in atherosclerosis as indicated by transgenic studies in mice as well as human GWAS studies [4]. Although cytokines usually act in a local manner, we sought to examine circulating levels as a possible indicator of cytokine expression, using an immune capture microbead system. A list of the cytokines that were quantitated (including their full names and abbreviations) is presented in **S5 Table**. Those that could be accurately quantitated in a large fraction of strains included KC, G-CSF, IL-10, MCP-1, MIG, MIP-1a, and MIP-1b. All varied widely among the strains and their levels are shown in **Fig 6A** and **S8 Fig**. Of these, only KC exhibited a significant correlation with atherosclerosis (r = 0.24, p = 0.023) (**Fig 6C**). KC levels mapped to a locus on Chr 1 (**Fig 6B**) that has been previously shown to be associated with multiple cardiovascular risk factors [3].

**Fig 6:**
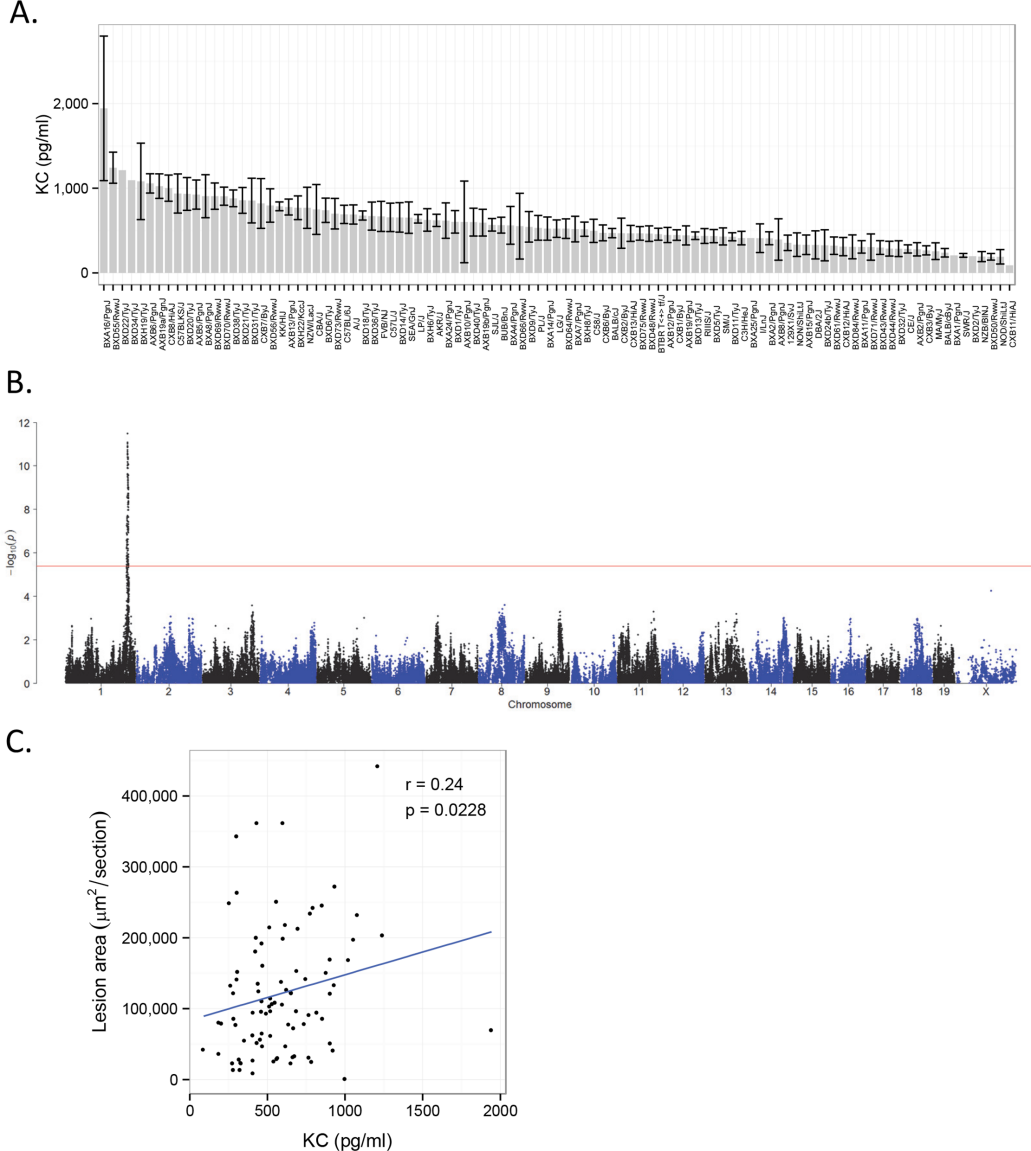
Circulating KC levels are under genetic regulation and correlate with atherosclerosis in the Ath-HMDP. Plasma levels of KC (keratinocyte-derived chemokine)(pg/ml), a homolog of human Il-8 were quantitated for 676 female mice. Strain-average levels of KC (± SEM) are arranged by decreasing rank order (**A**). Association mapping identified a single strong locus on Chr 1 for plasma KC (**B**). X-axis is genomic position and Y-axis is −log10 of the p-value for association following correction for population structure, as described in Methods. The horizontal red line indicates the HMDP cutoff for genome-wide significance; p = 4.2 X 10^−6^. [12] Correlation between atherosclerosis and plasma KC levels (**C**). Individual points indicate strain averages for atherosclerotic lesion area (μm^2^/section) and KC (pg/ml).

### Macrophage lipid loading: Lack of association with atherosclerosis

The uptake of modified LDL and VLDL particles by macrophages to produce cholesterol-loaded foam cells is a key aspect of atherosclerosis. To examine whether genetic differences in macrophage loading might contribute to lesion development, we quantitated the uptake of acetylated LDL (AcLDL) by peritoneal macrophages from the HMDP mice. Peritoneal macrophages appear to be a suitable surrogate since they show expression of surface markers typically found in atherosclerotic lesion macrophages such as SR-A, CD36, CD68, F4/80, MOMA-2, Ly6C, and CD11b [36–40]. Macrophages were incubated with DiI-AcLDL for 4 hours in 96-well microtiter plates at a density of 3×10^5^ cells/well, washed, and the fluorescence level quantitated using a plate reader. In our initial studies, we observed reproducible differences in the uptake of AcLDL labeled with the fluorescent dye DiI (Panels A and B in **S9 Fig**). Moreover, we observed that uptake was relatively linear over a 24-hour period (Panel C in **S9 Fig**). Representative cultures are shown in **Fig 7A**. The uptake varied greatly among the strains over an approximately 5-fold range (**Fig 7B**), and we identified two significant loci controlling the loading of macrophages by AcLDL, on Chr 6 at 149 Mb, rs30709278 (p = 3.82 x10^-7^) and on Chr 7 at 13 Mb, rs37775929 (p = 8.22 x10^-7^) (**Fig 7C**). These loci do not contain the candidate genes *Cd36* or *Msr1*, previously implicated in cholesterol loading of macrophages, nor did we observe significant correlation between the mRNA levels of *Cd36* and *Msr1* with AcLDL loading [41]. Moreover, the uptake of AcLDL was not correlated with atherosclerosis (**Fig 7D**), suggesting that AcLDL is not a good surrogate for the modified LDL found in lesions, or that cholesterol loading is not a limiting process in lesion development.

**Fig 7:**
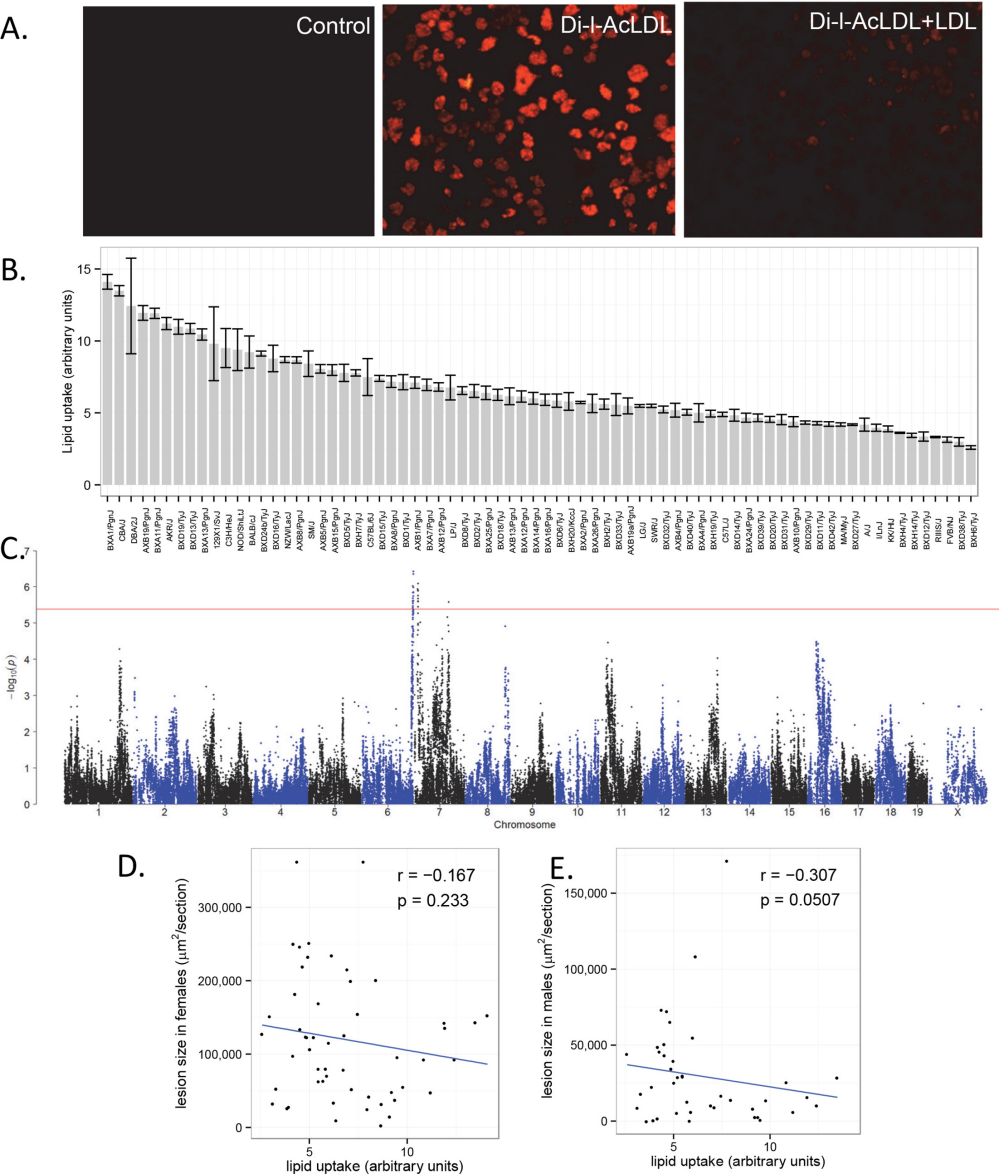
Uptake of DiI-AcLDL by peritoneal macrophages in HMDP mice. (**A**) Representative fluorescence levels following culture of peritoneal macrophages in control cultures and cultures labeled with DiI-AcLDL in the absence or presence AcLDL competition. Levels of DiI-AcLDL uptake measured by relative fluorescence per cell, were quantitated for males of 74 strains. Strains are arranged in decreasing rank order by strain-average DiI fluorescence. (**B**). Association mapping identified loci on Chromosomes 6 and 7 for DiI-AcLDL uptake. The horizontal red line indicates the HMDP cutoff for genome-wide significance; p = 4.2 X 10^−6^. [12] (**C**). X-axis is genomic position and Y-axis is −log10 of the p-value following correction for population structure, as described in Methods. Correlation of atherosclerosis in females **(D)** and males **(E)** with *in-vitro* lipid uptake in macrophages. Individual points indicate strain averages for atherosclerotic lesion area (μm^2^/section) and DiI-AcLDL uptake (relative fluorescence).

### Atherosclerosis: Aortic lesion composition

To determine whether genetic factors contributed to lesion morphology as well as lesion size, we examined lesions with antibodies specific for macrophages (CD68) or smooth muscle cells (SM-α actin). We chose to examine the five progenitors of the four recombinant inbred strain-sets that comprise the HMDP (C57BL/6J, DBA/2J, C3H/HeJ, A/J, and BALB/cJ) since they provide much of the power for the association analyses. Representative sections are shown in **Fig 8A–8J**. Three histological sections from each of 5 female mice were quantitated for fraction of lesion area that shows staining for SM-α actin or CD68 and the results are plotted in **Fig 8K and 8L**, respectively. There were significant differences in CD68 staining, presumably indicating alterations in inflammatory pathways. We did not detect significant differences in the percentage of lesions staining positive for alpha actin staining. Genetic contributions to lesion morphology have been noted in some previous studies in mice [42–44].

**Fig 8:**
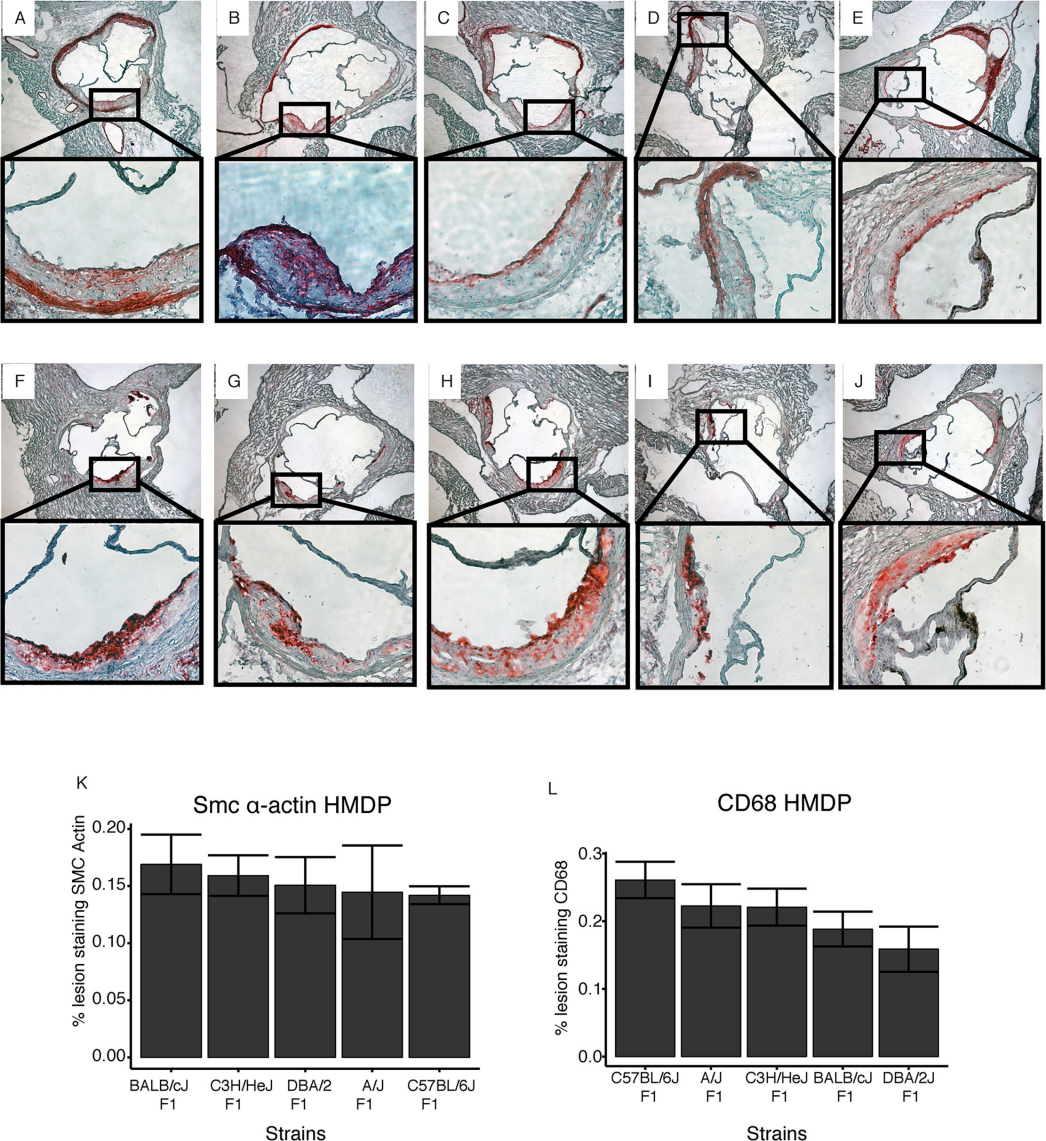
Lesion morphology in 5 progenitor inbred strains. CD68+ cells but not smooth muscle actin cells differ among strains comprising the HMDP. Representative results from immunostained lesions for sm-α actin are shown in Panels **A-E** and CD68 in panels. C57BL/6J (**A,F**), A/J (**B,G)**, BALB/cJ (**C, H**), C3H/HeJ (**D, I**), DBA/2J (**E, J**). (**K, L**) Impact of genetic background on lesion morphology in C57BL/6, A/J, C3H/HeJ, BALB/c and DBA/2, 5 progenitor strains for the HMDP recombinant inbred strains. Immunohistological staining for macrophages (CD68) (**K**) or smooth muscle cells (smooth muscle α-actin) (**L**) was measured as percent of total atherosclerotic lesion area ± SEM.

### Plasma metabolite levels: Associations of TMAO and arginine metabolites with atherosclerosis

We quantitated the levels of 31 polar metabolites in plasma of a subset of female strains. Of these, butyryl-carnitine, choline, TMAO, arginine, citrulline and ornithine exhibited significant correlations with atherosclerosis, and their strain average levels and correlations with atherosclerosis are presented in **S10 Fig and Fig 9**. Most notably, the recently discovered risk factor for atherosclerosis, TMAO [23], was positively correlated with atherosclerosis, r = 0.29, p = 0.006 (**Fig 9C**). On the other hand, the levels of choline, a metabolic precursor of TMAO [45], were negatively correlated with atherosclerosis (**Fig 9A**).

**Fig 9:**
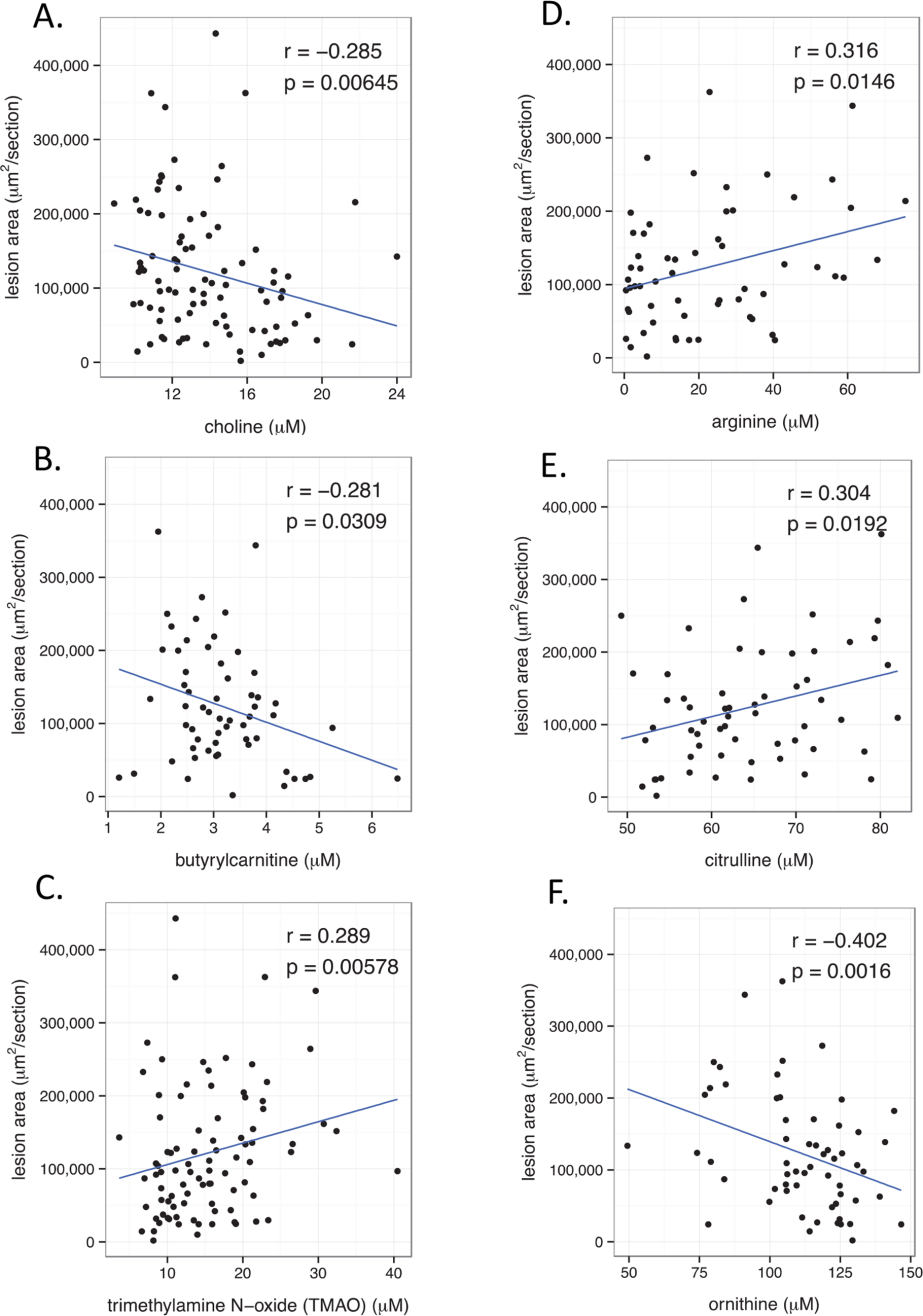
Relationships of plasma polar metabolite concentrations with atherosclerosis in Ath-HMDP. Correlations of atherosclerosis with plasma concentrations of choline (r = -0.285, p = 0.00645) (**A**), butyryl-carnitine (r = -0.281, p = 0.0309) (**B**), TMAO (r = 0.289, p = 0.00578) (**C**), arginine (r = 0.316, p = 0.0146) (**D**), citrulline (r = 0.304, p = 0.0192) (**E**), and ornithine (r = -0.402, p = 0.0016) (**F**). Individual points indicate strain averages for atherosclerotic lesion areas (μm^2^/section) and metabolite concentrations (μM).

The inter-related metabolites arginine, ornithine and citrulline are involved in the formation of nitric oxide (NO), an important regulator of vascular tone, blood flow and pressure [46–48]. Ornithine, which was negatively correlated with lesion area (r = -0.40, p = 0.002) (**Fig 9F**), is a breakdown product of arginine via the enzyme arginase I. Levels of arginine were positively correlated with lesion area (r = 0.32, p = 0.015) (**Fig 9D**) as were levels of citrulline (r = 0.30,p = 0.02) (**Fig 9E**). As discussed below, we quantitated global gene expression in livers of female mice from 96 strains in the Ath-HMDP using Affymetrix HT-MG 430 PM microarrays. Several genes known to regulate these metabolites were highly associated with plasma concentrations. For example, hepatic expression of *Arg1*, encoding arginase 1, was highly negatively correlated with ornithine (r = -0.45, p = 0.0003) and positively correlated with arginine levels (r = 0.323, p = 0.013). This suggests either that the ornithine and arginine in plasma are not of hepatic origin or that there is feedback regulation of *Arg1*. It is noteworthy that the levels of arginase I in macrophages are a marker of M2 (anti-inflammatory) as compared to M1 (pro-inflammatory) macrophages [49, 50].

We performed association analyses to identify loci regulating circulating metabolites associated with atherosclerosis. Notably we identified loci for TMAO levels on Chr 10 at 98 Mb, (p = 6×10^−6^) and on Chr 16 at 94 Mb (p = 1×10^−6^) (**S3 Table**). Arginine was associated with a major locus on Chr 7 at 44Mb, rs32257964 (p = 2×10^−8^) but also exhibited complex regulation with additional loci on Chrs 1, 4, 11 and 13 (**S3 Table**). There are 13 hepatic genes with eQTL that are in strong LD with the associated SNP at the Chr 7 locus. Of these, *Nosip* is an interesting candidate as it has a strong *cis*-eQTL (p = 8.7×10^−22^) and overexpression of *Nosip* has previously been shown to reduce NO synthesis *in-vitro* [51].

### Gene expression in aorta and liver: Gene network modeling

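Aortas of female Ath-HMDP mice were profiled after the Western diet. These mice are the F1 offspring of an HMDP strain and C57BL/6J mice that carry the human APOE-Leiden and CETP transgenes. The authors cleaned each aorta of peri-adventitial adipose tissue, isolated total RNA and hybridized the RNA of each mouse to its own array. The deposited table holds 366 arrays from 101 strains, of which 87 strains have 3 or more arrays, 8 have 2 arrays and 6 have 1 array (median 4 arrays, highest 8). The authors normalized the arrays by RMA, so each value is the log2 intensity of 1 of 45141 probe sets. The values run from 1.63 to 13.7, and the medians of the arrays lie between 3.17 and 3.40.

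Lesion areas are not in the deposited table. The strain-average lesion areas of females were measured from the bars of Fig 4A, at 2103 μm² per pixel. Both the end of the bar and the middle of its error bar could be read for 67 of the 95 bars, and these readings differed with an SD of 151 μm². Arrays and a bar exist for 94 strains (344 arrays), whose lesion areas, in units of 1000 μm², run from 1.9 to 443 with a median of 101. Fig 9 prints correlations with 6 plasma metabolites, and S2 Table holds no strain values of butyryl-carnitine. The bicor of the measured areas with the other 5 differed from the paper's values by at most 0.001. The paper's Methods state that lesion size was transformed by Yeo-Johnson. The areas were used as drawn, since in that form they gave the values of Fig 9, and transformed areas were an alternative. Whether transformed areas also give the values of Fig 9 was not tested.

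For each probe set, the log2 values were averaged per strain, and the biweight midcorrelation (bicor, the statistic of the paper's Methods) with lesion area was computed over the 94 strains. Its p-values were adjusted by Benjamini-Hochberg over all probe sets, with a threshold of 0.05. For 151 named genes, some of them chosen for their correlation, Pearson's r and Spearman's rho were also computed, with two-sided p-values from 100000 permutations (smallest possible p = 1e-05) adjusted over these genes, and r was computed again without the 2 strains farthest from the median expression. The tests of lesion correlations, gene lists, strains, progenitors and modules (by bicor), the 29 gene lists and the rule that names genes were set before the data were examined. The gene lists were written after the paper and its S6 Table, which holds lesion correlations from these mice, had been read. The p-values of all 29 lists are therefore not blind to these mice. Added later were the correlations with cell-type scores and single markers, Pearson's and Spearman's tests of modules, the tests of gene lists in modules, the differences between strain classes and the values of modules with strain family taken out. The strains are related, since 65 of the 94 belong to the BXD, AXB/BXA, CXB and BXH recombinant inbred sets and 29 are classical inbred strains. The labels give no batch or date, so batches could not be separated from strains, and the number of arrays per strain limits the precision of each strain mean.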

To help identify pathways underlying atherosclerosis, we quantitated global gene expression in livers and aortas of three individual female mice for each strain using Affymetrix HT-MG 430 PM microarrays. For this analysis, we used only strains where 3 or more female mice were available (104 strains for aortas and 96 strains for livers).

**S6 Table** lists genes whose expression is most strongly positively or negatively correlated with atherosclerotic lesion size. These genes were analyzed using DAVID to test for enrichment of Gene Ontology (GO) categories. 

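Aortic expression of 66 probe sets followed lesion area across the 94 strains, 52 positively and 14 negatively (4831 at an unadjusted p under 0.05). Strains with larger lesions had higher expression of Apln, which encodes the vasoactive peptide apelin (bicor 0.509, adjusted p = 0.0038). They also had higher expression of Zfp106 (0.483), of Bloc1s6 (0.480), the paper's Pldn, which encodes a subunit of a complex for lysosome-related organelles, of the zinc finger gene Zfp429 (0.465), of the major urinary protein gene Mup3 (0.465) and of Acot1 (0.465), a cytosolic acyl-CoA thioesterase. Expression was lower in strains with larger lesions for Zdhhc21, a palmitoyltransferase gene (-0.445), Cpeb2, which encodes a regulator of translation (-0.432), Tsc22d2 (-0.418), Lmo1 (-0.411) and Mal2 (-0.402). A further probe set of Pldn, which the paper lists among its negative correlations, had a bicor of -0.469, opposite in sign to that of the first. Bloc1s6 is 1 of 7 neighbouring genes on chromosome 2 among the 66 probe sets, and its correlation was not separated from theirs. BC023202 had the largest correlation in size (-0.561, adjusted p = 0.00018), although its expression varied no more among strains than among mice of a strain (share of variance among strains -0.73%).

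For Apln, Pearson's r was 0.513 and Spearman's rho 0.536, each with a permutation p of 1e-05 (adjusted p = 0.00013), and r was 0.482 without the 2 farthest strains. Over the 10 positive and 5 negative genes named by rank, the lowest r among the positive genes was 0.373 (2810002D19Rik, permutation p = 0.00016, adjusted p = 0.0008, r = 0.343 without the 2 farthest strains), and the r closest to 0 among the negative genes was -0.412 (Mal2, permutation p = 9e-05, adjusted p = 0.00049, r = -0.385 without the 2 farthest strains). Their rho lay between 0.406 and 0.536 or between -0.462 and -0.410, with a permutation p of at most 7e-05. These genes were picked by their bicor with the same lesion areas in the same strains. Small permutation p-values of r and rho were therefore bound to follow and are not further evidence. The values show only that the correlations do not depend on the statistic or on the 2 farthest strains.

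All 1999 aortic probe sets of S6 Table, which the paper selected by their correlation in what its r and p imply to be 74 strains, had the same sign of correlation here, and their bicor and the paper's had a Spearman correlation of 0.877 across probe sets, which are not independent replicates and come from the same mice. S6 Table holds only the most positive and most negative correlations, so much of this value restates the shared signs. It was not computed within each sign. S6 Table holds 65 of the 66 probe sets, and its probe sets had a median bicor of 0.265 in size here, where the paper's median is 0.354. With lesion areas transformed by Yeo-Johnson, as the paper's Methods describe, 264 probe sets passed the test. By Pearson's r 218 passed and by Spearman's rho 225, and leaving out 1 strain gave 33 to 150. With strain family as a covariate only BC023202 passed, with scores of adipocyte markers as covariates 3 probe sets passed, and 3 passed among the 81 strains with at least 3 arrays.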

Overall there were broad differences in the function of genes correlated with atherosclerosis in the liver and the aorta. 

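Genes of antigen presentation by MHC class II and interferon-stimulated genes had the highest median correlations with lesion area of the 29 gene lists. All 8 measured MHC class II genes correlated positively with lesion area (median bicor 0.319), among them H2-Aa (0.362), a chain of the molecule that presents peptides to T cells, Cd74 (0.340), its invariant chain, and H2-DMa (0.337), a subunit of the protein that loads the peptides. None of these 8 genes passed the test over all probe sets, and 6 passed when adjusted over the list alone. In the co-expression network all 8 lay in 1 module with 13 of 15 lymphocyte and 10 of 25 macrophage markers. The bicor of that module with lesion area was 0.211 and Pearson's r 0.0200 (permutation p = 0.85). Higher expression within cells was therefore not separated from a larger share of immune cells. All 19 interferon-stimulated genes correlated positively (median 0.236), and Usp18, which removes the interferon-induced modifier ISG15 from proteins, passed over all probe sets (0.413, adjusted p = 0.037), with 10 genes passing when adjusted over the list alone. All 25 macrophage markers correlated positively as well (median 0.209), with Fcgr1 (0.324) and C1qc (0.318) highest. None passed over all probe sets and 9 passed when adjusted over the list alone.

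Smooth muscle genes lay on the other side. Of 27 contractile genes, 25 had a negative and 2 a positive correlation (median -0.139), and the members ran from -0.191 (Pgm5) to 0.0348, with Tpm1 and Csrp1 both at -0.172. No member passed the test over all probe sets or adjusted over the list alone. Of 69 actin-binding and cytoskeleton genes, 52 were negative (median -0.101), and Daam1, a formin that organizes actin, was lowest (-0.318). None passed either way. Of 74 genes of the dilated cardiomyopathy pathway, 44 were negative (median -0.0527), and Adcy3, an adenylate cyclase gene (0.384), passed when adjusted over the list alone but not over all probe sets. These 3 lists follow terms of Table 1, which the study chose on the same mice, so they are not independent evidence of a direction.

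With lesion areas permuted over the strains, the median bicor had an adjusted p over the 29 lists of 0.0036 for MHC class II, 0.0168 for the interferon-stimulated genes, 0.058 for the macrophage markers, 0.279 for the contractile genes, 0.269 for the actin-binding genes and 0.344 for the dilated cardiomyopathy genes. In limma's camera with its preset correlation of 0.01 the adjusted p was 0.00075, 1.8e-07, 2.1e-05, 5e-05, 3.1e-05 and 0.012 in the same order. With an estimated correlation none of these calls held (adjusted p = 0.29, 0.262, 0.367, 0.452, 0.367 and 0.452). With the preset correlation, the camera call of the contractile genes was lost with scores of adipocyte markers as covariates (adjusted p = 0.187). It was also lost among strains with at least 3 arrays (0.32), and it held in the other settings run, such as strain family as a covariate (0.0043).

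**Figure D1:**
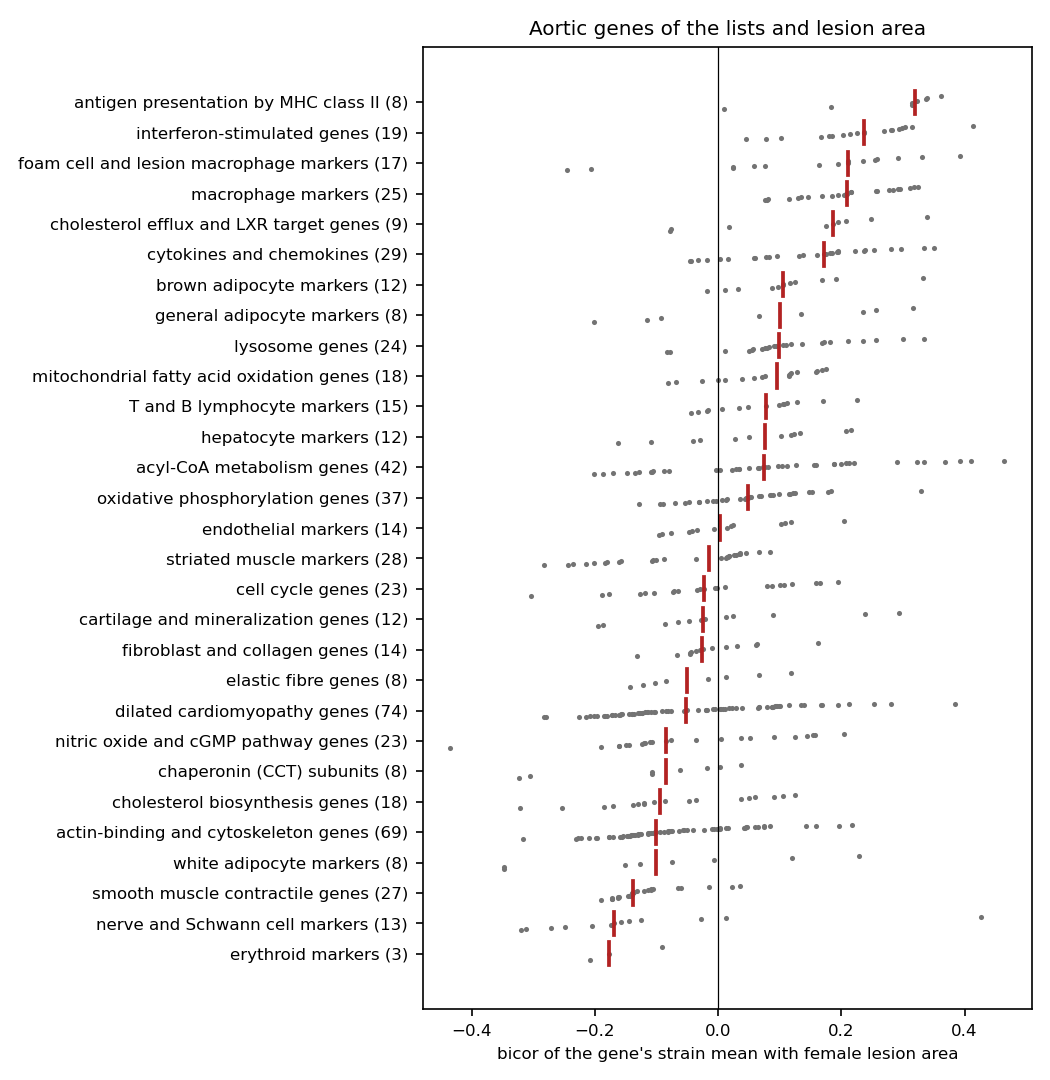
Bicor of strain-mean aortic expression with female lesion area over 94 strains for the genes of the 29 lists. Each point is 1 gene, each red bar is the median of the list, and the number of measured genes stands in parentheses; all 8 MHC class II genes lie above 0, and 25 of the 27 smooth muscle contractile genes lie below 0.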

The genes most highly correlated with atherosclerosis were enriched for immune response genes in the liver and for defects in smooth muscle cell function and structure in the aorta (**Table 1**).

**Table 1:** GO categories enriched for atherosclerosis susceptibility using expression data from aorta and liver.

Tissue	Category	Term	Count	%	p-Value	List Total	Pop Hits	Pop Total	Fold Enrichment	Bonferroni	Benjamini
Aorta	KEGG PATHWAY	mmu05414:Dilated cardiomyopathy	19	2.35	2.28x10^-07^	226	89	4524	4.273	3.46 x10^-05^	1.73 X10^-05^
Aorta	GOTerRM_CC_FAT	GO:0015629~actin cytoskeleton	29	3.59	2.44 x10^-07^	500	199	10451	3.0460	9.51 x10^-05^	9.51 X10^-05^
Aorta	SP_PIR_KEYWORDS	actin-binding	30	3.71	4.41 x10^-07^	720	221	15456	2.9140	1.72 x10^-04^	1.72 x10^-04^
Aorta	GOTERM_MF_FAT	GO:0008092~cytoskeletal protein binding	44	5.45	3.47 x10^-07^	518	405	11085	2.3248	2.43 x10^-04^	2.43 x10-04
Aorta	SP_PIR_KEYWORDS	muscle protein	13	1.61	1.77 x10^-06^	720	49	15456	5.69	6.89 x10^-04^	3.45 x10^-04^
Aorta	GOTERM_MF_FAT	GO:0003779~actin binding	33	4.08	3.04 x10^-06^	518	283	11085	2.495	0.00213	0.001
Aorta	GOTERM_CC_FAT	GO:0044449~contractile fiber part	16	1.98	8.71 x10^-06^	500	84	10451	3.981	0.00338	0.0016
Aorta	GOTERM_CC_FAT	GO:0043292~contractile fiber	16	1.98	2.71 x10^-05^	500	92	10451	3.635	0.01047	0.0035
Aorta	GOTERM_BP_FAT	GO:0030036~actin cytoskeleton organization	23	2.84	5.88 x10^-06^	522	164	11331	3.044	0.01357	0.0045
Liver	GOTERM_BP_FAT	GO:0006955~immune response	47	5.85	1.44 x10^-09^	479	414	11331	2.68	3.05E-06	3.05E-06
Liver	INTERPRO	IPR006117:2-5-oligoadenylate synthetase, conserved site	6	0.74	3.38 x10^-06^	672	7	15054	19.201	0.00376	0.0018
Liver	PIR_SUPERFAMILY	PIRSF001990:class I histocompatibility antigen	7	0.87	1.14 x10^-05^	305	13	6642	11.72	0.00385	0.0038
Liver	SP_PIR_KEYWORDS	immune response	21	2.61	3.58 x10^-05^	669	167	15456	2.9051	0.01377	0.013
Liver	SP_PIR_KEYWORDS	immune response	21	2.61	3.58 x10^-05^	669	167	15456	2.905	0.0137	0.013
Liver	INTERPRO	IPR001039:MHC class I, alpha chain, alpha1 and alpha2	7	0.87	1.74 x10^-04^	672	20	15054	7.840	0.176	0.038
Liver	INTERPRO	IPR018952:2'-5'-oligoadenylate synthetase 1, domain 2/C-terminal	6	0.74	1.06 x10^-04^	672	12	15054	11.200	0.1113	0.038
Liver	INTERPRO	IPR004020:Pyrin	7	0.87	2.34 x10^-04^	672	21	15054	7.467	0.230	0.042
Liver	INTERPRO	IPR006116:2-5-oligoadenylate synthetase, ubiquitin-like region	6	0.741	1.65 x10^-04^	672	13	15054	10.3392	0.168	0.045

We also analyzed the expression data using the weighted gene co-expression network analysis (WGCNA) [52] to model co-expression networks in the aorta and liver and to understand the association of gene networks with lesion size. WGCNA is a global analysis aimed at identifying genetic pathways associated with clinical traits, in this case atherosclerosis, and is used to aggregate gene expression into groups of highly co-expressed genes, called modules. The first principle component of each module was then related to atherosclerosis to identify gene clusters associated with the disease. We identified 43 and 45 co-expressed gene modules, ranging in size from 15 to 794 genes, in the aorta and liver, respectively. The most significantly correlated aortic module (darkorange2, r = 0.46, correlation p = 4.3×10^−5^) contained 155 genes (**Fig 10A)**. This module was significantly enriched for the Gene Ontology “acyl-CoA metabolic process” category (enrichment p = 2.6×10^−6^). 

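The module with the highest bicor with lesion area held interferon-stimulated genes, while by Pearson's r, and by bicor among probe sets with a mean above the median, the module of Wdr73 was first. The interferon module had 43 genes with Ifit1, Oas1g and Ifi47 as its most connected members, 12 of the 19 listed interferon-stimulated genes, and a bicor of its first principal component with lesion area of 0.299. A module of 141 genes that held Wdr73, Plin5, Gpam, Dgat1, Ucp1 and Elovl3 had a bicor of 0.283, and no gene list exceeded chance in it (lowest adjusted p = 0.105, brown adipocyte markers). A module of 41 genes with C1qa, C1qc and Adgre1 as its most connected members, which held 10 of the 25 macrophage markers, had a bicor of 0.278. As many macrophage markers, 10 of 25, lay in a module of 256 genes with a bicor of 0.211 (adjusted p = 0.163; Pearson's r = 0.0200, permutation p = 0.85). The largest module, of 1477 genes, held 24 of the 27 smooth muscle contractile genes and had a bicor of -0.124. The number of listed genes in each of the interferon, macrophage and smooth muscle modules exceeded chance in a hypergeometric test (adjusted p = 4.1e-25, 7.1e-19 and 9.9e-21).

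None of the 24 modules passed the Benjamini-Hochberg test on the bicor at 0.05 (adjusted p = 0.0535 for each of the first 3), and 6 had an unadjusted p under 0.05. By Pearson's r the interferon module had 0.295 (permutation p = 0.0036, adjusted over the 24 modules 0.0432), the module of Wdr73 0.345 (0.00059, adjusted 0.0142) and the macrophage module 0.217 (0.036, adjusted 0.134). Spearman's rho was 0.322 (permutation p = 0.0016), 0.304 (0.0032) and 0.299 (0.0036) in the same order, each with an adjusted p of 0.0288, and r without the 2 farthest strains was 0.295, 0.337 and 0.242. With strain family taken out, the bicor of the module of Wdr73 was 0.150 (Pearson's r = 0.217, rho = 0.175) and that of the interferon module 0.252 (0.273 and 0.291). The network used the power of 10 of the paper's Methods on 17097 genes with 1 probe set each, and 1 height for the whole tree in place of the dynamic hybrid method. At a power of 6, 3 of 26 modules passed the test, and with probe sets whose mean lay above the median 2 of 19 passed. In a signed network 0 of 18 passed (0.235 for the module of Wdr73, adjusted p = 0.112), and with adipocyte scores removed from every gene 0 of 19 (lowest adjusted p = 0.154). At an unadjusted p under 0.05 there were 4 and 1.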

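Of 42 measured genes of acyl-CoA metabolism, 30 correlated positively and 12 negatively with lesion area (median bicor 0.0739). The thioesterase gene Acot2 passed the test over all probe sets beside Acot1 (0.411, adjusted p = 0.037), and 7 genes, all positive, passed when adjusted over the list alone. Acot12 (0.393) and Acacb (0.369), an acetyl-CoA carboxylase gene that controls fatty acid oxidation, did not pass over all probe sets. The list follows the paper's own term and is not independent evidence of a direction. The module of Wdr73 held 2 of the 42 genes, Gpam and Dgat1, which act in triglyceride synthesis, where 0.346 were expected (exact hypergeometric test, p = 0.0469, adjusted p = 0.759 over all pairs of list and module). A module of 51 genes held 8 of them (0.125 expected, adjusted p = 2.7e-11) together with 4 of 18 cholesterol biosynthesis genes, and its bicor with lesion area was -0.104 (Pearson's r = 0.0105, permutation p = 0.92).

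Adipocyte markers went in both directions, and the median bicor of no list of them passed the permutation test. The mean scores of these lists gave Pearson's r with lesion area of 0.250 for brown (permutation p = 0.015, adjusted over 3 scores 0.0375), -0.232 for white (0.025, adjusted 0.0375) and 0.153 for general markers (0.14, adjusted 0.14), and rho was 0.217, -0.222 and 0.196 (adjusted p = 0.0525, 0.0525 and 0.058). Of 12 brown adipocyte markers, 11 correlated positively with lesion area (median 0.106), with Kcnk3 at 0.333, and of 8 white adipocyte markers 6 correlated negatively (median -0.101), with Sncg and the leptin gene Lep both at -0.348. No adipocyte marker passed over all probe sets, and 1 brown and 2 white markers passed when adjusted over the list alone. Of 8 general adipocyte markers 5 were positive (median 0.100) and 1 passed over the list alone. Genes of mitochondrial fatty acid oxidation were positive in 15 of 18 (median 0.0949), and genes of oxidative phosphorylation in 26 of 37 (median 0.049), with 1 gene, Sdha (0.329), passing over the list alone and none over all probe sets.

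The permutation test gave an adjusted p of 0.279 for the acyl-CoA list, 0.24 for the brown, 0.132 for the general and 0.145 for the white adipocyte markers, 0.299 for fatty acid oxidation and 0.601 for oxidative phosphorylation. Camera gave the acyl-CoA list an adjusted p of 3.1e-05 (adjusted p = 0.262 with an estimated correlation, and 0.49 with scores of adipocyte markers as covariates). It gave 0.0026 for the brown, 0.306 for the general and 0.0475 for the white adipocyte markers, 0.0222 for fatty acid oxidation and 0.0202 for oxidative phosphorylation. With an estimated correlation the adjusted p was 0.262, 0.49, 0.262, 0.49 and 0.553 for these lists in turn.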

Among the genes in the module, *Wdr73* was a hub, exhibiting the strongest connections with all the other genes (**Fig 10B)**. 

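Wdr73 expression had a positive correlation with lesion area, with a bicor of 0.369 that did not pass the test over all probe sets (adjusted p = 0.0774). Over all probe sets it passed by Pearson's correlation (adjusted p = 0.0275) and not by Spearman's (0.0511). Its mean log2 intensity was 6.45 ± 0.353 (SD of the strain means, n = 94), and 44.8% of its variance lay among strains. In the network, Wdr73 ranked 6th of the 141 genes of its module by connectivity. Abhd15, Plin5, a protein of lipid droplets, Tmem186, Gpam, the first enzyme of glycerolipid synthesis, and Dolk ranked above it. Its median correlation with the other members was 0.701, and 130 of the 141 members correlated positively with lesion area.

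Expression of Wdr73 followed the mean of the brown adipocyte markers across strains (r = 0.793, rho = 0.75, each with a permutation p of 1e-05, adjusted over 16 relations 3.2e-05, and r = 0.758 without the 2 farthest strains). Of 3 single markers, it followed Elovl3 (r = 0.676) and Ucp1, the uncoupling protein of brown fat (r = 0.624, rho = 0.581, permutation p = 1e-05, adjusted over 6 relations 2e-05, r = 0.543 without the 2 farthest strains), and correlated less with Cidea (r = 0.220, rho = 0.290, permutation p = 0.032 and 0.0045, adjusted 0.0384 and 0.0054). With the smooth muscle contractile score it had a negative correlation (r = -0.540, rho = -0.540, permutation p = 1e-05, adjusted over 16 relations 3.2e-05), and with the macrophage score r was 0.118 (permutation p = 0.26). The first principal component of the module, which itself holds 2 of the 12 brown markers (Ucp1 and Elovl3), correlated with the brown adipocyte score (r = 0.877, rho = 0.867, permutation p = 1e-05, adjusted over 5 relations 1.7e-05, r = 0.873 without the 2 farthest strains), with the general adipocyte score (r = 0.535, permutation p = 1e-05) and negatively with the smooth muscle contractile score (r = -0.588, permutation p = 1e-05).

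With lesion area, Pearson's r of Wdr73 was 0.409 (permutation p = 2e-05, adjusted p = 0.00018), rho was 0.367 (permutation p = 0.00026, adjusted p = 0.001), and r without the 2 farthest strains was 0.375. Within the 65 recombinant inbred strains the bicor was 0.0911 and within the 29 classical inbred strains 0.393. Pearson's r was 0.261 and 0.516 in the same order, so the value within the recombinant strains depends on the statistic. The difference in r between these classes had a permutation p of 0.15. A further probe set of Wdr73, the one used in the network, had a bicor of 0.277. With strain family as a covariate the bicor of Wdr73 was 0.218, and with adipocyte scores as covariates it was 0.281 (adjusted p = 0.869 and 0.513).

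**Figure D2:**
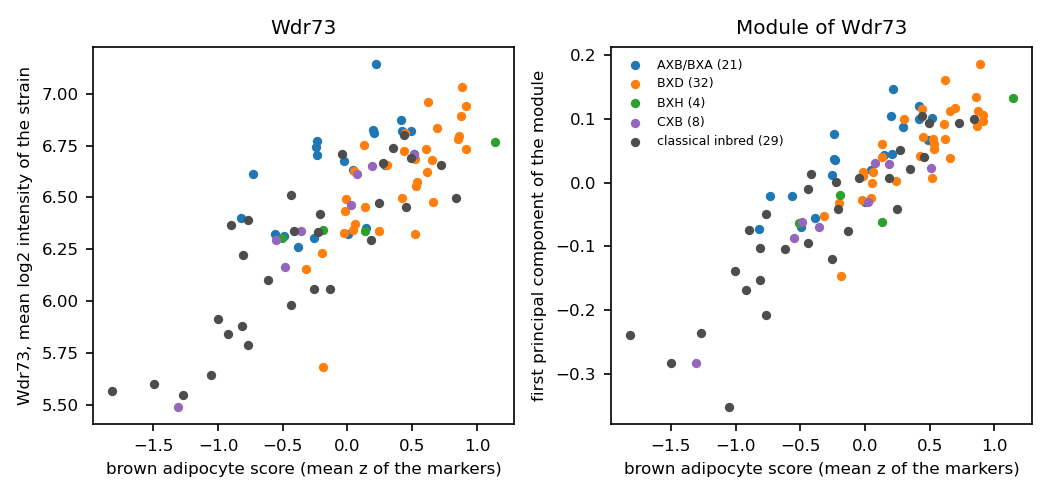
Mean log2 intensity of Wdr73 (left) and the first principal component of its module (right) against the brown adipocyte score, the mean z value of 12 markers, with 1 point for each of 94 strains coloured by family. Both rise with the score (r = 0.793 and 0.877).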

*Wdr73* has been implicated in a human GWAS of periodontitis [53] and in Galloway-Mowat syndrome, a rare autosomal-recessive condition characterized by nephrotic syndrome associated with microcephaly and neurological impairment [54]. However, the function of this gene is not known and its role in atherosclerosis has not been studied. In the liver, the most significantly correlated module (orange, r = 0.46, correlation p = 3.5×10^−6^) contained 56 genes (**Fig 10C)** and was highly enriched for the Gene Ontology “defense response to virus” category (enrichment p = 5.2×10^−23^). The hub gene of the module was *Mx1* which encodes a guanosine triphosphate (GTP)-metabolizing protein that is induced by type I and type II interferons (**Fig 10D)**. The module also contained several inflammatory genes, such as *Irf7* (interferon regulatory factor 7), *Ifit2* and *Ifit3* (interferon-induced protein with tetratricopeptide repeats 2 and 3).

**Fig 10:**
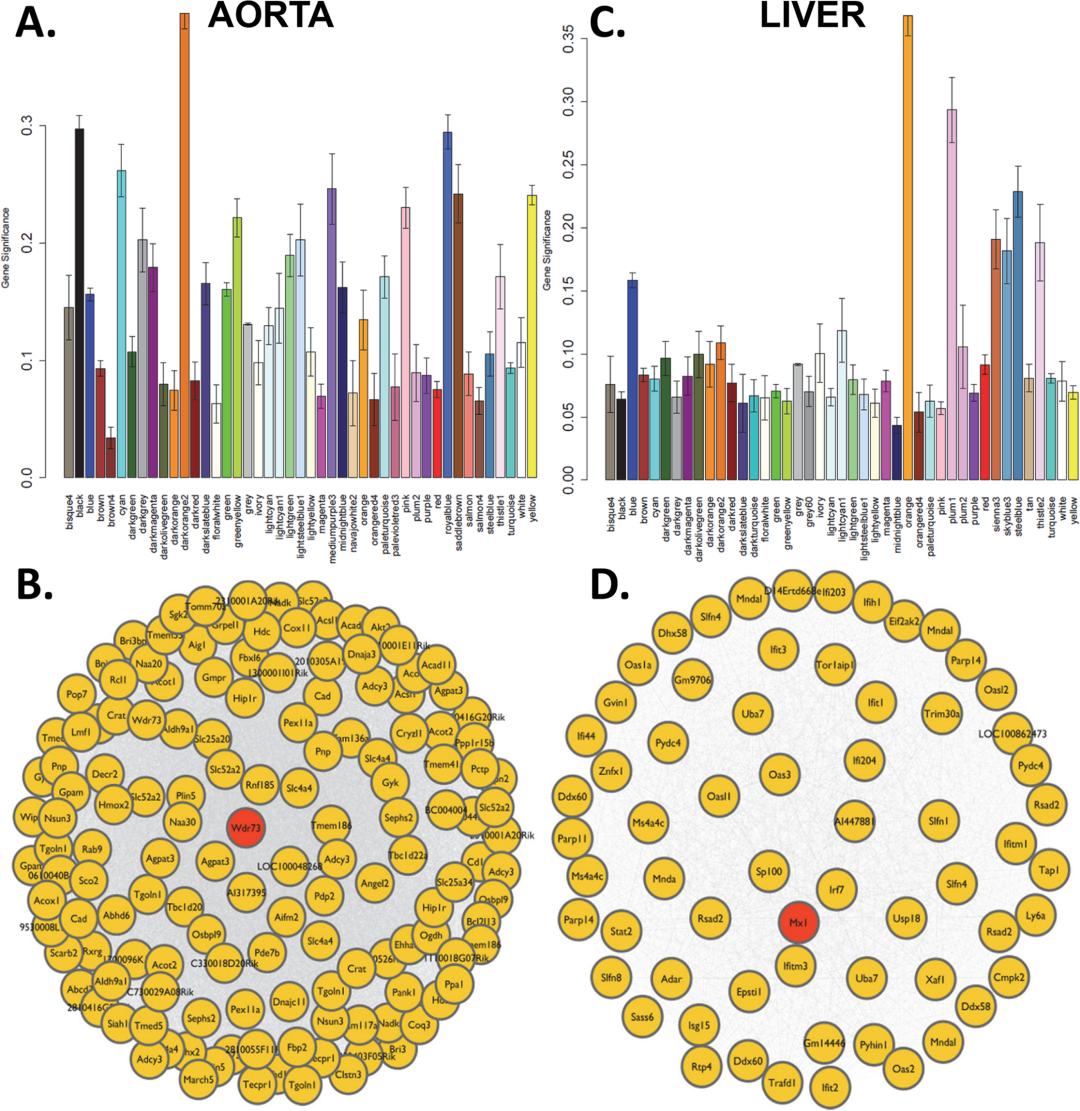
Network analysis of hepatic and aortic gene expression. Gene coexpression networks were generated using Weighted Gene Coexpression Network Analysis (WGCNA) applied to aorta and liver gene expression profiles. The networks were partitioned into modules based on their topological overlap and the correlation of each module with lesion size was determined by calculating the average significance for all genes in the module. (**(A)** aorta and **(C)** liver). The most significantly correlated module were darkorange2 (**B**) for aorta and orange (**D**) for The most connected gene for each module (“hub gene”, shown in pink) was Wdr73 for aorta and Mx1 for liver.

### Expression quantitative trait loci (eQTL)

To model causal interactions, help prioritize candidate genes at GWAS loci and examine gene-by-gene interactions, we mapped loci controlling gene expression traits (eQTL) in aorta and liver. We utilized the FaST-LMM algorithm to perform association while correcting for population structure [55]. Approximately 200,000 SNPs that segregate among the HMDP strains were chosen based on minor allele frequency greater than 10% [56]. Loci in which peak SNPs mapped within 2Mb of the gene whose expression was regulated were considered “local” SNPs while SNPs mapping elsewhere were considered “distal” and presumably trans-acting eQTL. We calculated the significant p-value cutoff for local and distal associations separately for both tissues. In aorta, we identified a total of 3,718 local eQTLs and 5,837 distant eQTLs at p-values of 8.4×10^−4^ and 1.5×10^−6^, respectively, corresponding to 1% FDR. In liver, we identified a total of 3,599 local eQTLs and 3,912 distant eQTLs at p-values of 9.0×10^−4^ and 1.6×10^−6^, respectively, corresponding to 1% FDR. Plots in which the location of the significantly associated SNP is graphed against the location of the regulated gene are presented in **S11 Fig (liver)** and **S12 Fig (aorta)**.

To prioritize candidate genes in the atherosclerosis loci discussed above, we examined each of the annotated genes for local eQTL. Three of the 4 loci were associated with the expression levels of local genes (2Mb on either side of the locus) in aorta and liver (**S7 Table**). For example, in the Chr 9 locus, examination of hepatic eQTL identified 4 candidates; *Nnmt* (p = 1.27×10^−8^), *2310030G06Rik* (p = 5.42×10^−7^), *Alg9* (p = 1.05×10^−6^), and *1110032A03Rik* (p = 2.27×10^−6^), whose eQTL are regulated by a SNP in high LD (r^2^>0.5) with the associated SNP for atherosclerosis. The less stringent cutoff for r^2^ was chosen to ensure that that no strong eQTL contributing to the atherosclerosis phenotype would be missed, based on the rationale that the causal gene might reside immediately outside the LD block but be regulated by an enhancer within the block. The expression of all four of these genes had significant correlations with lesion size (r = 0.25–0.37, p = 1.2×10^−2^–1.9×10^−4^). Three of the genes also exhibited significant eQTL in aorta; *Nnmt* (p = 1.01×10^−11^), *Bco2* (p = 1.61×10^−4^), *1110032A03Rik* (p = 2.18×10^−4^), and their expression levels were correlated with atherosclerosis (r = 0.26–0.39, p = 2.6×10^−2^–6.4×10^−4^) (**Panel B** in **S11 Fig**). 

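Expression of Nnmt, which encodes nicotinamide N-methyltransferase, had a positive correlation with lesion area in the aorta (bicor 0.362), as did that of 1110032A03Rik (0.306) and Bco2, a carotenoid-cleaving enzyme gene (0.222). None of the 3 passed the test over all probe sets (adjusted p = 0.0843, 0.175 and 0.401). Alg9, a mannosyltransferase gene of the same locus, passed it with a probe set of low intensity (mean log2 3.62, where the median array value is 3.28; bicor 0.399, adjusted p = 0.048). Its other probe set, with a mean of 7.27, had a bicor of 0.222 (adjusted p = 0.399). Among the progenitors of the recombinant inbred sets, the F1 of C57BL/6J had the highest mean of each gene, which for Bco2 rests on mouse 226, without which DBA/2J was higher by a log2 change of 0.04. DBA/2J was also higher for Bco2 with array weights (0.03) and without arrays high in hepatocyte markers (0.02). On the log2 scale Nnmt was 7.65 ± 0.329 (SD, n = 6) in C57BL/6J, 6.67 ± 0.284 (n = 3) in A/J, 6.64 ± 0.245 (n = 4) in BALB/cJ, 6.56 ± 0.432 (n = 8) in C3H/HeJ and 7.40 ± 0.396 (n = 5) in DBA/2J.

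On the log2 scale Nnmt changed by -0.98 in A/J, -1.0 in BALB/cJ and -1.08 in C3H/HeJ relative to C57BL/6J (limma adjusted p = 0.019, 0.0071 and 0.00053), and the change of -0.25 in DBA/2J did not pass (0.636). 1110032A03Rik changed by -0.55, -0.59 and -0.60 in the same 3 strains (limma adjusted p = 0.0037, 0.00075 and 4.7e-05) and by -0.20 in DBA/2J (0.294). Alg9 changed by -0.72 in A/J, -1.18 in BALB/cJ, -1.11 in C3H/HeJ and -1.09 in DBA/2J (limma adjusted p = 0.0478, 0.00045, 7.4e-05 and 0.00055). Bco2 changed by -0.42 in BALB/cJ and -0.45 in C3H/HeJ (limma adjusted p = 0.0467 and 0.0095), and its changes of -0.25 in A/J and -0.07 in DBA/2J did not pass. The means of Alg9 in BALB/cJ, C3H/HeJ and DBA/2J and of Bco2 in BALB/cJ and C3H/HeJ lie below the median array value of 3.28, so the sizes of these changes are not exact. In exact permutation tests over 48 comparisons, the adjusted p was 0.0381 for Nnmt in A/J, 0.0327 in BALB/cJ and 0.012 in C3H/HeJ, with 3 of 3, 4 of 4 and 7 of 8 arrays below every C57BL/6J array. The exact test did not pass for Alg9 in A/J (adjusted p = 0.127).

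Over the strains, Pearson's r with lesion area was 0.369 for Nnmt, 0.337 for 1110032A03Rik, 0.212 for Bco2 and 0.357 for Alg9 (permutation p = 0.00017, 0.00074, 0.041 and 0.00047; adjusted p = 0.00083, 0.0026, 0.069 and 0.0019). Spearman's rho was 0.374, 0.333, 0.254 and 0.315 (permutation p = 0.00017, 0.00094, 0.014 and 0.0021; adjusted p = 0.00075, 0.003, 0.0263 and 0.0054), and r without the 2 farthest strains was 0.340, 0.339, 0.241 and 0.369. Without the A/J mouse 736, or with the spread taken over all strains, the limma calls of Nnmt and Alg9 in A/J were lost, and without C57BL/6J mouse 1025 the call of Alg9 in A/J. That of Bco2 in BALB/cJ was lost without C57BL/6J mouse 226, with array weights and without arrays high in hepatocyte markers (log2 change -0.32 in each). The correlation of Alg9, between 0.305 and 0.386, no longer passed under 9 of 12 alternatives: Pearson's r, Spearman's rho, strain family or adipocyte scores as covariates (adjusted p = 0.0618, 0.122, 0.603 and 0.446), Yeo-Johnson areas (0.0748), strains with at least 3 arrays (0.225), the median per strain (0.0822), the first principal component within strains removed (0.0598) and arrays high in hepatocyte markers left out (0.0689), the last chosen after seeing the data. Within the recombinant inbred strains the bicor of Bco2 was 0.355 and within the classical inbred strains -0.0207, and for Nnmt they were 0.361 and 0.0973. Pearson's r in the same order was 0.332 and 0.0504 for Bco2 and 0.369 and 0.184 for Nnmt. The difference in r between these classes had a permutation p of 0.34 for Bco2 and 0.33 for Nnmt. For 1110032A03Rik the classical inbred strains had the higher values (bicor 0.167 within the recombinant and 0.487 within the classical strains). Its Pearson's r was 0.208 and 0.486 in the same order (permutation p of the difference 0.16). For Alg9 the bicor was 0.343 and 0.273 and Pearson's r 0.295 and 0.394 (permutation p of the difference in r 0.6). Nnmt followed the brown adipocyte score (r = 0.335, rho = 0.276, permutation p = 0.00089 and 0.0071, adjusted over 16 relations 0.0018 and 0.0162).

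**Figure D3:**
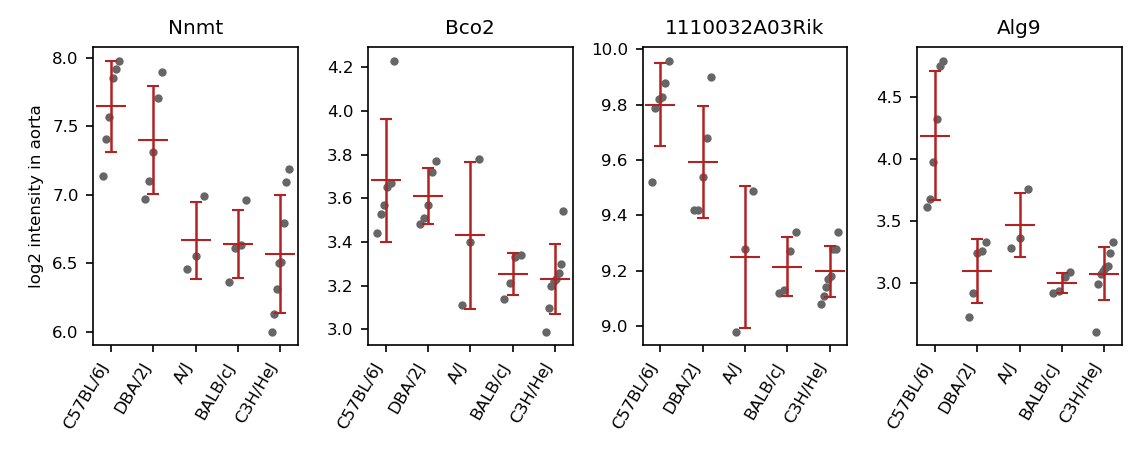
Log2 intensity of Nnmt, Bco2, 1110032A03Rik and Alg9 in aortas of the F1 of 5 progenitor strains. Each point is 1 mouse, the wide bar is the mean and the error bars are the SD; the mean of C57BL/6J is the highest in each panel, for Bco2 only with mouse 226, and DBA/2J lies near it except for Alg9.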

In both tissues, *Nnmt* had the most significant local eQTL (**Panel B** in **S11 Fig** and **Panel B** in **S12 Fig**). In the Chr 5 locus, there are 4 hepatic genes with eQTL that are in strong LD with the atherosclerosis associated SNP at the locus: *Nub1* (p = 1.65×10^−16^ *)*, *Nos3*, (p = 3.08×10^−6^), *Cdk5* (p = 2.48×10^−5^), and *Abcb8* (p = 7.46×10^−4^) (**S5 Fig**). Of these genes, only *Nub1* replicates in the aorta (p = 1.37×10^−15^). While the distal Chr 2 locus was associated with the expression level of two genes in liver, *Dtwd1* (p = 1.43×10^−13^) and *Bub1* (p = 4.62×10^−4^), their abundances were not correlated with lesion size (r = 0.02–0.08, p = 0.43–0.85). None of the loci appear to exhibit interactions with any risk factors examined in this study, including plasma lipids, metabolites, or the cytokines.

### Heritability and contributions of risk factors to atherosclerosis

“Heritability” is the fraction of trait variance that is due to genetic factors [57]. We estimated the heritability of the traits in our study using two different approaches, one that determines heritability due to additive genetic variance, termed “narrow sense heritability” [58] and the second that estimates total heritability, termed “broad sense heritability”. Broad sense heritability was calculated using an R package [59]. The estimates of narrow sense heritability were based on sharing of genomic regions identical by descent. We have recently performed high density genotyping of all the HMDP strains [56] and we used these data to determine genome sharing. Broad sense heritability was estimated based on the reproducibility of trait measurements in different individuals of the strain, a measure of the trait variance due to environmental factors. This estimate includes non-additive factors such as dominance and gene-by-gene interactions.

The resulting heritabilities are shown in **Table 2**. Particularly noteworthy is the fact that, in the case of atherosclerotic lesion area, the broad sense heritability is much larger than the narrow sense heritability (0.63 vs. 0.31), suggesting that non-additive factors such as gene-by-gene interactions are important. Simple inspection of the F1 atherosclerosis data supports this conclusion. Since all the mice are F1 heterozygotes with C57BL/6J (which have lesions of about 150,000 μm^2^ in females and 19,000 μm^2^ in males) as one parent, an additive model would be inconsistent with lesion areas less than about 75,000 μm^2^ for females and 9,000 μm^2^ for males. Yet, some strains have lesions areas less than a few thousand μm^2^. Similar evidence of non-additive inheritance was also observed for plasma lipids and a number of other traits studied. (For examples, see **Panel D** in **S1 Fig, Panel C** in **S8 Fig** and **Panel C** in **S10 Fig**) For certain traits, the narrow sense heritability exceed the broad sense heritability (**Table 2**). This undoubtedly reflects errors in the estimates. In particular, certain traits were examined in only a subset of the mice, compromising estimates of broad sense heritability that are based on reproducibility of measurements within a strain. Overall, these heritability estimates are somewhat lower than observed in some previous HMDP studies [15]. This may be due in part to the fact that the mice were F1 heterozygotes with C57BL/6J being one of the parental strains, thus reducing genetic diversity. Also, the weak correlation of HDL-C with atherosclerosis may reflect, in part, the low heritability of the HDL-C trait.

**Table 2:** Heritability of atherosclerosis and risk factor traits in Ath-HMDP.

Metabolite/Phenotype	Narrow-sense Heritability	Broad-sense Heritability
Insulin	0.47	0.30
Glucose	0.38	0.29
Lesion area	0.31	0.63
Arginine	0.28	0.39
Ornithine	0.25	0.39
Triglycerides	0.25	0.33
Choline	0.22	0.37
Total cholesterol	0.21	0.44
VLDL/LDL	0.20	0.42
Citrulline	0.17	0.30
Trimethylamine	0.16	0.35
TMAO	0.15	0.30
HDL	0.10	0.20

### Application of data to prioritize candidate genes at human GWAS loci

Human GWAS studies employing tens of thousands of individuals are highly powered to identify loci for complex traits, including CAD and its risk factors. To date, about 150 genome-wide significant and suggestive loci have been identified for CAD in approximately 200,000 individuals [60]. Most often, these loci will contain multiple genes in linkage disequilibrium, and thus a first step in further analysis is to identify which of the genes is causally linked to the trait. The data generated in this report can be used for this purpose provided that the human candidate has a functional genetic variation in the mouse (**S8 Table**). For example, the GUCY1B3 gene locus has been associated with atherosclerosis and its role has been validated by studies of rare variants in human families [60–62]. 

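Aortic expression of both subunits of soluble guanylyl cyclase, the receptor of nitric oxide in smooth muscle, had a weak negative correlation with lesion area over all strains. The bicor was -0.161 for Gucy1b3 (Gucy1b1 on the array; adjusted p = 0.606) and also -0.161 for Gucy1a3 (Gucy1a1; adjusted p = 0.608), and neither passed the test. A further probe set of Gucy1b3 had a bicor of -0.141, and 2 further probe sets of Gucy1a3 had -0.110 and -0.00142. Within the recombinant inbred strains the bicor was 0.0375 for Gucy1b3 and 0.00921 for Gucy1a3, and within the classical inbred strains -0.334 and -0.247. Pearson's r was -0.0172 and -0.0706 within the recombinant and -0.354 and -0.286 within the classical inbred strains. The difference in r between these classes did not pass (permutation p = 0.11 and 0.34, adjusted over 12 genes 0.48 and 0.583). With strain family as a covariate the bicor was -0.0883 and -0.0635, and with adipocyte scores as covariates -0.103 and -0.0329. Between strains expression differed, with 43.0% of the variance of Gucy1b3 and 44.8% of that of Gucy1a3 among strains, and a mean log2 intensity of 5.44 ± 0.634 and 6.63 ± 0.520 (SD of the strain means, n = 94).

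Of 23 genes of the nitric oxide and cGMP pathway, 14 correlated negatively and 9 positively with lesion area (median -0.0841). Only Gchfr passed, over all probe sets and when adjusted over the list alone (-0.435, adjusted p = 0.0213). It encodes the feedback regulator of GTP cyclohydrolase, the enzyme of the nitric oxide synthase cofactor tetrahydrobiopterin, and 96.9% of its variance lay among strains. Its bicor was -0.335 within the recombinant and 0.129 within the classical inbred strains, a difference that was not tested. Gchfr is 1 of 7 neighbouring genes on chromosome 2 that followed lesion area, and its correlation was not separated from theirs. Gch1, the cyclohydrolase gene itself, had a bicor of -0.190 and the endothelial nitric oxide synthase gene Nos3 of 0.205. The median had an adjusted permutation p of 0.155, and camera an adjusted p of 0.0362 (adjusted p = 0.29 with an estimated correlation).

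For Gucy1b3, Pearson's r was -0.173 (permutation p = 0.097, adjusted p = 0.133), rho was -0.172 (permutation p = 0.099, adjusted p = 0.125) and r without the 2 farthest strains was -0.139. For Gucy1a3, r was -0.189 (permutation p = 0.069, adjusted p = 0.105), rho was -0.184 (permutation p = 0.076, adjusted p = 0.102) and r without the 2 farthest strains was -0.166.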

In the *Ath*-HMDP, *Gucy1b3* has a strong *cis*-eQTL in aorta (p = 9.7x10^-6^) as well as other tissues and its expression in aorta is negatively associated with atherosclerosis (r = 0.23, p = 0.04), consistent with human studies. In some cases, our data suggest that a novel gene at a GWAS locus might be responsible. For example, human SNP rs2075650 in Chr 19 has been associated with increased CAD risk and is near the *APOE/APOC1* genes whose roles in atherosclerosis are well established. However, our data show a very significant correlation between the aortic expression of another gene located at the same locus, *Pvrl2*, and lesion size (r = 0.55, p = 3.0×10^−7^) **(Fig 11B)**. 

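Pvrl2 expression in the aorta was higher in strains with larger lesions (bicor 0.409, adjusted p = 0.0384 over all probe sets). The gene, Nectin2 on the array, encodes a nectin of cell junctions. Its mean log2 intensity was 5.89 ± 0.418 (SD of the strain means, n = 94), and 49.5% of its variance lay among strains. A further probe set of Pvrl2 had a higher mean of 6.43 and a bicor of 0.181 (adjusted p = 0.538). Pvrl2 followed the brown adipocyte markers across strains (r = 0.650, rho = 0.561, each with a permutation p of 1e-05, adjusted over 16 relations 3.2e-05, r = 0.584 without the 2 farthest strains), and so did the further probe set (r = 0.803, rho = 0.762, permutation p = 1e-05, r = 0.779 without the 2 farthest strains). Its correlation with the smooth muscle contractile score was negative (r = -0.336, rho = -0.285, permutation p = 0.00092 and 0.0056, adjusted p = 0.0018 and 0.0149, r = -0.313 without the 2 farthest strains), and that with the macrophage markers did not pass (r = 0.148, permutation p = 0.16, rho = 0.146, permutation p = 0.16, adjusted p = 0.213 and 0.194, r = 0.142 without the 2 farthest strains). Of 3 single brown markers, Ucp1 and Elovl3 correlated with Pvrl2 (r = 0.423 and 0.63, permutation p = 4e-05 and 1e-05) and Cidea did not pass (r = 0.0573, permutation p = 0.58).

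With lesion area, Pearson's r was 0.45 (permutation p = 3e-05, adjusted p = 0.00021), rho was 0.421 (permutation p = 5e-05, adjusted p = 0.00033), and r without the 2 farthest strains was 0.442. Within the recombinant inbred strains the bicor was 0.236 and within the classical inbred strains 0.363. Pearson's r was 0.364 and 0.431 (permutation p of the difference in r 0.7). No strain left out moved the bicor over all strains below 0.390 or above 0.438. The bicor no longer passed the test with strain family as a covariate (0.261), with scores of adipocyte markers as covariates (0.347), among strains with at least 3 arrays (0.350), with the median per strain (0.380), with the first principal component within strains removed (0.349) or, chosen after seeing the data, without arrays high in hepatocyte markers (0.371). From the correlation of Pvrl2 in the aorta, the paper proposes that a gene other than the established APOE and APOC1 might be responsible at this human locus.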

There is also a weaker but significant correlation in the liver in the opposite direction (r = -0.27, p = 0.007) (**Fig 11C, S6 Table**). This gene encodes a protein that is part of the adherens junctions [63], and PVRL2 mRNA and protein were shown to be elevated in the vessel wall of diseased human carotid arteries [64] and lesioned mouse aortas [65]. In addition to genes identified by GWAS approaches, the data from the Ath-HMDP should be useful to identify rare variants affecting atherosclerosis. For example, recent exome sequencing analysis of a highly affected family identified mutations in the gene CCT7 that impairs guanylyl cyclase signaling and increased risk of myocardial infarction [62] and its role has been validated in mouse knockout studies [60, 61]. 

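Expression of Cct7, a subunit of the chaperonin that folds actin and tubulin, had a negative correlation with lesion area, with a bicor of -0.306 that did not pass the test over all probe sets (adjusted p = 0.175, and 0.195 by Pearson's and 0.185 by Spearman's correlation). The strain means spread little, with a mean log2 intensity of 8.63 ± 0.111 (SD, n = 94), and 36.2% of the variance lay among strains. Of the 8 measured chaperonin subunits, 6 correlated negatively and 2 positively with lesion area (median -0.0842). Cct2 had the lowest value (-0.323), and Cct2 and Cct7 passed when adjusted over the list alone, while none passed over all probe sets. Cct3 and Cct6a had 0.00367 and 0.0367. Expression of Cct7 was lower where the brown adipocyte markers were higher (r = -0.526, rho = -0.513, each with a permutation p of 1e-05, adjusted over 16 relations 3.2e-05, r = -0.466 without the 2 farthest strains). With the smooth muscle contractile score r was 0.224 and rho 0.240, and with the macrophage score -0.221 and -0.238; in each case r did not pass (permutation p adjusted 0.0528) and rho did (0.0336).

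With lesion area, Pearson's r of Cct7 was -0.270 (permutation p = 0.0083, adjusted p = 0.0192), rho was -0.283 (permutation p = 0.0053, adjusted p = 0.0112), and r without the 2 farthest strains was -0.311. A further probe set had a bicor of -0.225. The median of the chaperonin subunits had an adjusted permutation p of 0.299, and camera an adjusted p of 0.0083 (adjusted p = 0.262 with an estimated correlation). With strain family as a covariate the bicor of Cct7 was -0.165, and with scores of adipocyte markers as covariates it was -0.186.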

Our data show very significant correlations between aortic expression of *Cct7* and atherosclerosis (r = -0.39, p = 6.1x10^-4^) (**S6 Table)** while hepatic expression was not correlated with lesion size (r = 0.003, p = 0.97).

**Fig 11:**
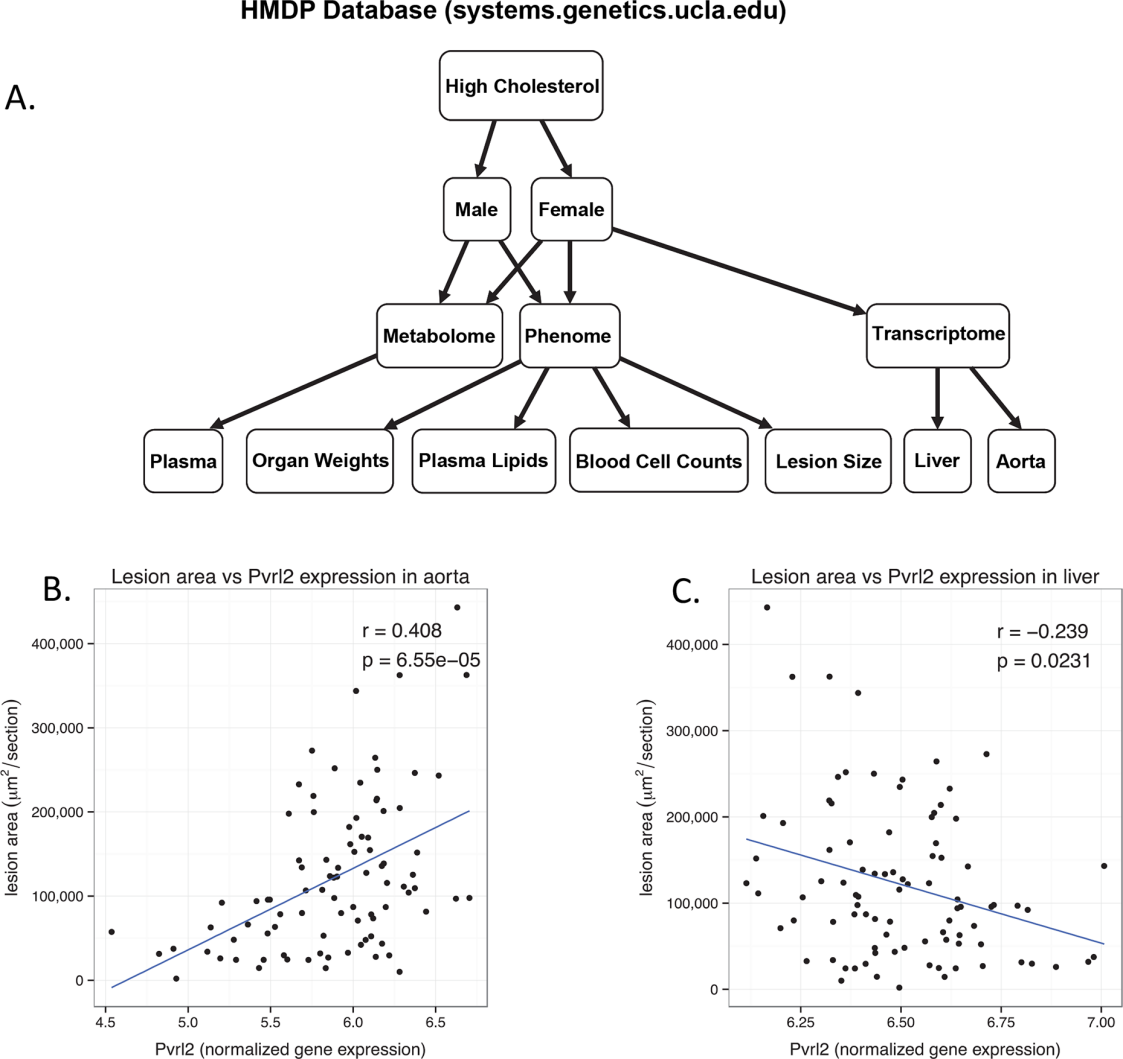
Overview of the systems genetic resource. The database comprises mouse genomic, transcriptomic, metabolomic, proteomic, and clinical trait data from the HMDP as well as selected traditional mouse crosses and several human studies. A hierarchical model of the data and its relationships (**A**). Novel Candidate genes identified in human studies, such as *Pvrl2*, can be interrogated using a variety of data including gene expression in the Aorta (**B**) and liver (**C**) as well as metabolomics and phenotypic traits.

### Stepwise linear regression analysis of plasma metabolites: Diagnostic markers of atherosclerosis

Our systems genetics approach, in which a variety of plasma metabolites were measured across a population varying for atherosclerosis while holding environmental factors relatively constant, enables the identification of diagnostic markers based on genetic variation. Using a series of plasma metabolites that exhibited at least suggestive correlation with atherosclerosis, we carried out stepwise linear regression [66] to estimate the percent variation in lesion area attributable to each (**Table 3**). These metabolites explain a very significant fraction of disease variance, 31.8% in females and 38.9% in males. One striking difference between the sexes is the lack of impact of TMAO in males. This is likely explained by the fact that male mice show greatly reduced TMAO levels due to repression by testosterone of FMO3, the enzyme that metabolizes TMA to TMAO [67]. The explanation for the sex difference in butyryl-carnitine is unclear as its levels are similar in both sexes. Arginine is strongly associated with lesion area in both sexes presumably reflecting its relationship to NO biosynthesis [68]. It is also of interest that, in this study, HDL-cholesterol levels do not appear to be a significant factor, consistent with Mendelian randomization studies which suggest that HDL-cholesterol levels are not causal for the disease [69].

**Table 3:** Stepwise linear regression for plasma metabolites associated with atherosclerotic lesion area.

Sex	Predictor	Variance explained (%)	
***Female***	Butyryl-carnitine	9.1	
	TMAO	7.8	
	VLDL+LDL	5.7	
	HOMA-IR	4.1	
	Arginine	3.1	
	Insulin	2.0	
		*Female total %*	*31*.*8*
***Male***	VLDL+LDL	20.2	
	Arginine	8.1	
	HOMA-IR	4.4	
	Citrulline	2.6	
	Glucose	2.0	
	Insulin	1.6	
		*Male total %*	*38*.*9*

## Discussion

Over the last 35 years several groups, including ours, have investigated common genetic variations affecting atherosclerosis in mice. In the current study we have examined susceptibility to atherosclerosis and a number of related traits on a hyperlipidemic background in >1,800 mice across 100 strains. The results provide a broad view of the physiological and molecular interactions underlying atherosclerosis in this model organism. A number of conclusions have emerged, as discussed below, and the data reported here should serve as a resource for future gene discovery and mechanistic studies. Toward this end, all of our data can be accessed at our website (systemsgenetics.ucla.edu) or from the authors.

Using association rather than linkage analysis, we have mapped loci for a number of clinically relevant traits with excellent resolution. Of particular interest are traits such as TMAO levels which have proven difficult to address using human GWAS studies, presumably due to the major impact of environmental factors [70]. Although the underlying genes may differ between mice and humans (for example, we did not observe overlap between the four atherosclerosis loci in our mouse population and human GWAS loci for CAD), there appears to be conservation of the underlying pathways. For example, we find a high level of concordance of the major risk factors for atherosclerosis in mice and humans, including the levels of plasma LDL-cholesterol and TMAO. Because our population of mouse strains is relatively small (as compared to human GWAS studies), we are powered to identify only the loci with largest effect sizes (several percent of total trait variance) using GWAS [12]. A complementary approach for understanding pathways contributing to complex traits in mice is “systems genetics” (or “integrative genetics”) [10]. This approach utilizes correlation and mathematical modeling of multi-level phenotypic data to help identify the underlying pathways. We have carried out preliminary systems genetics analyses of these data, including enrichment of annotated biologic pathways in the genes most correlated with clinical traits and co-expression network modeling. Such analyses are difficult to perform directly in human subjects because of the difficulty of accessing tissues such as blood vessels and liver.

Using our systems genetics approach we identify several important characteristics of atherosclerosis. One is its sheer complexity. We carefully phenotyped the Ath-HMDP for a variety of traits and prioritized these based on their correlation to atherosclerosis. These included plasma lipids, metabolites, and cytokines and cellular uptake of modified lipids by thioglycollate-elicited macrophages. Each of these phenotypes are themselves complex traits and we identify significant loci for each of them. Our results are consistent with an infinitesimal model of common diseases, in which genetic variations in hundreds or thousands of genes determine genetic susceptibility to disease.

There were several surprising findings in this study. The first is the importance of non-additive genetic variance in atherosclerosis and some other traits. This was clearly reflected in the F1 data and in the comparison of broad sense as compared to narrow sense heritability. This indicates the existence of important non-additive interactions, such as gene-by-gene and gene-by-environment interactions, which have been difficult to pursue in human studies [71, 72]. Our overall estimates of heritability are similar to estimates in human populations, generally in the range of 0.4 to 0.5 as reviewed previously [73]. We also note the dramatic differences in lesion size between male and female mice. We and others have observed sexually dimorphic results in previous genetic crosses but not to the extent observed in the current study [32, 74–76]. Understanding how genetic and hormonal factors affect lesion development could identify gender specific susceptibility pathways.

Consistent pathways were identified in our gene set enrichment analyses, a primary one being the NO pathway. The endothelial nitric oxide synthase gene (e*NOS*), a strong candidate at the Chr 5 locus, and plasma levels of arginine, the substrate for NO production, are correlated with atherosclerosis and are regulated by a locus on Chr 7 that contains the gene *Nosip1*. Further understanding how NO metabolism is regulated may identify novel targets for atherosclerosis treatment. A number of human epidemiologic studies have revealed associations between arginine and asymmetrical dimethyl arginine, an endogenous NO inhibitor, and cardiovascular events, including myocardial infarction and stroke [77–79].

In addition to arginine, our metabolomics analyses revealed associations between atherosclerosis and several plasma metabolites. The association between TMAO and atherosclerosis adds to the previous evidence that TMAO is involved in atherosclerosis. It is noteworthy that TMAO was a significant factor only in females, which have significantly higher levels of TMAO than males due to repression of FMO3 by testosterone [67]. Briefly, TMAO is derived from dietary choline or carnitine which are metabolized by gut microbiota to trimethylamine. This is, in turn, absorbed into the circulation and oxidized in liver by FMO3 to TMAO [45, 67]. In addition, we found that the levels of choline were inversely associated with atherosclerosis. The negative association with choline could be due to differences between strains in the catabolism of choline to trimethylamine by gut bacteria. Those strains exhibiting increased catabolism would exhibit elevated TMAO production and increased atherosclerosis. By contrast, in humans where differences in plasma choline levels are likely determined primarily by dietary intake, the positive correlation between plasma choline and atherosclerosis is consistent with increased TMAO derived from higher levels of choline substrate [23]. The loci identified for TMAO levels did not contain any obvious candidate genes. It is possible that the loci for TMAO actually influence the composition of gut bacteria responsible for choline or carnitine catabolism. The explanation for the association of butyryl-carnitine with atherosclerosis is unclear. Elevated levels of the metabolite are associated with rare forms of short-chain acyl-CoA dehydrogenase deficiencies [80].

*In-vitro* lipid loading of macrophages using AcLDL has been widely used as a surrogate assay for foam cell formation, a critical event in atherosclerotic lesion formation [81]. The studies performed here were designed to examine this trait in the context of common genetic variation. While we did identify loci associated with lipid loading, they are distinct from loci identified as regulating atherosclerosis in the Ath-HMDP. Nor did the loci correspond to any known genes involved in cholesterol transport, such as scavenger receptor A1 or CD36, which have been shown to affect atherosclerosis in some loss of function studies [82, 83] but not others [84]. Furthermore we did not observe a correlation between lipid loading and atherosclerosis susceptibility, suggesting either that AcLDL is a poor surrogate for the modified, aggregated LDL that is produced in atherosclerotic lesions or that the rate of lipid loading is not limiting for atherosclerosis development. These identified loci may, however, be of basic interest with respect to pathways contributing to cholesterol metabolism and transport. While LDL that has been oxidized *in-vitro* (oxLDL) would be a more suitable ligand for these studies, we used AcLDL for our experiments because there are large variations in uptake between batches of oxLDL as well as variations in the same oxLDL batch over time. A previous study of AcLDL loading of macrophages from two strains differing markedly in atherosclerosis susceptibility (DBA/2J and AKR/J) observed some striking differences in transcriptional responses associated with lysosome and ER stress pathways [85].

Inflammation is a hallmark of atherosclerosis [86] and cytokines and chemokines have been directly linked to lesion development using gain or loss of function studies in mice [87]. Our results revealed significant associations between atherosclerosis and the plasma levels of the cytokine KC (keratinocyte-derived chemokine), a ligand for *Cxcr2* and encoded by the gene *Cxcl1*, located on Chr 5. The homolog of KC in humans is IL-8, a critical cytokine that is elevated in CAD patients [88] and also predictive of future events in apparently healthy subjects [89]. Mechanistic studies in mice have demonstrated that increased expression of KC promotes atherosclerosis by altering monocyte and neutrophil accumulation [90], probably reflecting KC’s (IL-8’s) role in monocyte and neutrophil recruitment [91, 92]**.**

GWAS analysis of KC/IL-8 levels in the Ath-HMDP mice identified a locus on Chr 1 with a large effect within a locus previously identified for a variety of cardiovascular risk factors including atherosclerosis, body weight, and plasma levels of HDL, glucose and triglycerides. The *Apoa2* gene has been identified as the causal variant underlying the lipid variations at this locus [93] but it is not clear that genetic variation in *ApoA2* is directly responsible for all of these phenotypes. We note several positional candidates for this locus including *Slamf7* and *Slamf6* (members of the Signaling Lymphocyte Activation Molecules family that mediate NK cell activation) and *Ifi203* and *Ifi204* (interferon activated genes 203 and 204). Of these, only *Ifi203* has an eQTL (3.2×10^−24^) regulated by a SNP in high linkage disequilibrium (r^2^>0.5) with the associated SNP for KC. It also has expression levels significantly correlated with KC levels (p = 0.003).

We also analyzed blood cell levels in the Ath-HMDP mice and observed that the number of monocytes as percent of leukocytes was significantly associated with atherosclerosis. This is consistent with human population studies showing that increased monocyte numbers are associated with disease [94]. We also identified loci, associated with monocyte levels; it is noteworthy that these differed from those previously identified in mice on chow diets [95].

Finally, our data constitute a resource for elucidating pathways contributing to atherosclerosis. For example, they should be useful in prioritizing candidate genes at human GWAS loci for atherosclerosis and related traits. More than a third of the genes present on the arrays used here exhibited significant genetic variation in expression in aorta and liver. For example we show that the vascular expression of *Pvrl2*, a positional candidate from human GWAS studies, is highly correlated with atherosclerosis. 

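In the aorta, 34765 of the 45141 probe sets (77.0%) differed among strains more than among mice of a strain (limma F test, adjusted p under 0.05, 360 arrays of 95 strains with at least 2 arrays). Of the 22570 probe sets with a mean above the median, 21649 (95.9%) differed. The share of the variance that lay among strains had a median of 17.9% and ran from 3.63% at the 10th to 41.3% at the 90th percentile, and it was over 50% for 1548 probe sets. The largest shares among probe sets with 1 gene symbol were those of the class I antigen gene H2-D1 (99.1%), Xaf1 (98.3%), Pdxdc1 (97.3%), H2-Ea (97.0%), a class II gene that C57BL/6J mice do not express, and Gchfr. The test compares strains and uses no genotypes, so it says nothing of loci. It also cannot separate expression from strain variants that change hybridization, since the files hold no strain sequences.

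Of the 66 probe sets correlated with lesion area, 62 differed among strains, with a median share of 34.5%, and 9 had a share below 10%. Relative to the 6 arrays of the C57BL/6J F1, 3993 probe sets changed in the F1 of C3H/HeJ (8 arrays, 1744 higher and 2249 lower), 3194 in BALB/cJ (4 arrays, 917 higher and 2277 lower), 2195 in A/J (3 arrays, 555 higher and 1640 lower) and 1594 in DBA/2J (5 arrays, 597 higher and 997 lower) by limma. Intensities of a probe set of H2-D1 rose by a log2 change of 5.48 in A/J, 6.12 in BALB/cJ and 6.05 in DBA/2J, and those of another by 4.53 in C3H/HeJ. H2-Ea rose by 5.71 in BALB/cJ and 5.83 in DBA/2J, Gchfr by 3.74 in A/J, 4.12 in BALB/cJ and 3.86 in C3H/HeJ, and Pdxdc1 by 4.00 in BALB/cJ, 3.82 in C3H/HeJ and 4.20 in DBA/2J. Hbegf, a growth factor gene, rose by 3.77 in C3H/HeJ, the chemokine gene Cxcl14 by 4.00 in DBA/2J, the interferon-induced gene Gbp2b by 3.07 and the phosphatase gene Ptprf by 3.03 in A/J, and Xaf1 by 4.70 in DBA/2J. Mup3 changed by -4.71 in A/J and -4.05 in BALB/cJ on the log2 scale, with a standard error of 0.558 and 0.510. Slc6a2, the noradrenaline transporter gene, had 3.56 in C3H/HeJ (standard error 1.12, adjusted p = 0.0461), a call that was lost without C57BL/6J mouse 1023 (3.25, adjusted p = 0.101) and without arrays high in hepatocyte markers (3.89, adjusted p = 0.0647). The C57BL/6J means of H2-D1, H2-Ea, Pdxdc1, Xaf1 and Gbp2b and the A/J mean of Mup3 lie below the median array value of 3.28, so the sizes of these changes are not exact. The other changes named had an adjusted p of at most 2e-05. Strain variants that change hybridization were not tested, so these are changes of intensity and may not be changes of expression.

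Without A/J mouse 736 the count in A/J was 1017, and without BALB/cJ mouse 700 it was 2004 in BALB/cJ. In DBA/2J it was 5133 with array weights and 691 without arrays high in hepatocyte markers, a choice made after seeing the data.

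**Figure D4:**
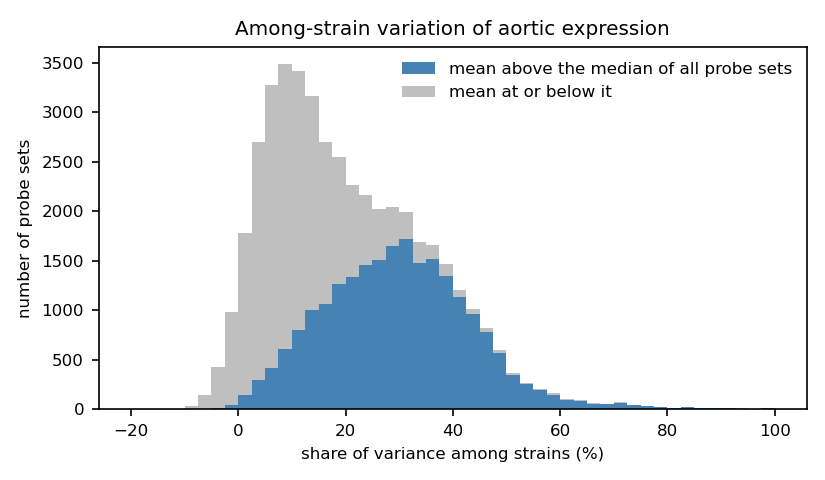
Share of the variance of log2 intensity that lies among 95 strains, for 45141 probe sets. The blue part of each bar counts probe sets with a mean above the median of all probe sets and the grey part the others; the median over all probe sets is 17.9%.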

Another example is the strong association of expression levels of Cdkn2b with atherosclerosis (**S8 Table**). This gene resides in the human chromosome 9p21 region that is the most strongly associated with atherosclerosis and our data suggest that it may have a causal role [96]. 

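Cdkn2b, which encodes an inhibitor of the cell cycle kinases CDK4 and CDK6, had a negative correlation with lesion area. Its bicor was -0.360 (adjusted p = 0.085 over all probe sets, and 0.0113 adjusted over the probe sets of S8 Table alone, which the study chose on these mice). Its mean log2 intensity was 4.79 ± 0.263 (SD of the strain means, n = 94), and 36.9% of its variance lay among strains. The bicor was -0.347 within the recombinant inbred strains and -0.148 within the classical inbred strains. Pearson's r was -0.362 and 0.0109 in the same order, and the difference in r between these classes had a permutation p of 0.11.

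Pearson's r was -0.348 (permutation p = 0.00065, adjusted p = 0.0024), rho was -0.386 (permutation p = 0.00014, adjusted p = 0.00066), and r without the 2 farthest strains was -0.294. With the brown adipocyte score Cdkn2b had a negative correlation (r = -0.360, rho = -0.234, permutation p = 0.00034 and 0.024, adjusted over 16 relations 0.00091 and 0.0349). Tested over all probe sets, Cdkn2b did not pass by Pearson's r (adjusted p = 0.0689) and passed by Spearman's rho (adjusted p = 0.0364) and with lesion area transformed by Yeo-Johnson (bicor -0.366, adjusted p = 0.0488).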

The resource is also being expanded to include additional expression, metabolome, and microbiome data (in progress).

In conclusion, our study provides a comprehensive systems genetic analysis of traits relevant to atherosclerosis in a population of common inbred strains of mice. The results are generally consistent with human epidemiologic studies, as many of the factors associated with atherosclerosis in human populations were replicated in mice. They also identify a number of novel factors and candidate gens that can now be experimentally examined. These data as well as other HMDP studies, including gene-gene and gene-trait correlations and clinical trait and clinical trait and transcript mapping, can be accessed in a user-friendly web-based interface at http://systems.genetics.ucla.edu/data.

## Materials and Methods

### Online database

Results can be accessed at http://systems.genetics.ucla.edu/data

### Accession numbers

All microarray data from this study are deposited in the NCBI GEO (http://www.ncbi.nlm.nih.gov/geo/) under the accession number GSE66570.

### Animal studies

Mice carrying the human transgene for cholesteryl ester transfer protein (CETP) on a C57BL/6 background were obtained from The Jackson Laboratory (Stock Number:003904). Mice carrying the human ApoE3 Leiden variant were kindly provided by Dr. L. Havekes [97]. For purposes of these experiments, we interbred these mice to create a strain carrying both transgenes and these were bred to females from about 100 common inbred and recombinant inbred strains purchased from The Jackson Laboratory. The locations and copy numbers for the transgenes are unknown. However, while there may be insertion effects on expression of the transgenes or neighboring genes, all F1 animals received their transgenes from the same transgenic mice so that such insertion effects should be uniform across the Ath-HMDP panel. Male and female progeny were genotyped for the presence of both transgenes and, at the age of about 8 weeks, were placed on a “Western Style” synthetic high fat diet (33 kcal % fat from cocoa butter) supplemented with 1% cholesterol (Research Diets D10042101) (**see S9 Table**). After 16 weeks on this diet, animals were euthanized for the collection of tissue. Animals were maintained on a 12hr light-dark cycle, 6AM-6PM with *ad libitum* access to water and chow or experimental diet. Euthanasia of all mice was carried out using deep anesthesia with isoflurane vapor followed by cervical dislocation, a procedure consistent with recommendations of the AVA.

All animal work was conducted according to relevant national and international guidelines and was approved by the UCLA Animal Research Committee, the UCLA IACUC.

### Plasma collection

Plasma was collected from the retro orbital plexus under isoflurane vapor anesthesia immediately before starting the experimental diet at about 8 weeks of age and again at the time of euthanasia at approximately 24 weeks of age. In both cases, the animals were fasted for 4h beginning at 6AM. Blood was collected using heparinized glass capillary tubes into plasma collection tubes with EDTA (Becton Dickerson). Blood was kept on ice until centrifuged and the separated plasmas were frozen at -80°C in aliquots for subsequent analysis.

### Plasma phenotypes

Plasma lipid profiles were measured by colorimetric analysis as previously described [98, 99]. Quantification of plasma cytokines was carried out in a multiplexed immune-capture microbead system (Milliplex Mouse Cytokine / Chemokine Magnetic Bead Panel MCYTOMAG-70K (EMD Millipore, Billerica, MA)) as per manufacturer’s instructions. Cytokines profiled were: G-CSF, GM-CSF, IFNr, IL-1α, IL-1β, IL-2, IL-4, IL-6, IL-7, IL-10, IL-12 (p40), IL-12 (p70), IL-13, IL-15, IP-10, KC, MCP-1, MIP-1α, MIP-1β, M-CSF, MIP-2, MIG, RANTES and TNFα. Plasma insulin was measured using the mouse insulin ELISA kit (80-INSMS-E01) from Alpco (Salem, New Hampshire) as per manufacturer’s instructions. Blood for hematology analysis was collected from mice from the retro-orbital plexus under isoflurane anesthesia. Complete blood cell profiling was carried out using the Heska (Loveland, CO) HemaTrue(TM) Veterinary Hematology Analyzer. Blood was collected in 20 μl EDTA-coated glass capillaries and processed using standard procedures as per instructions from Heska.

### Atherosclerotic lesions

Lesion area in the proximal aorta was carried out as previously described [93, 100]. Briefly, the aorta was flushed with PBS and embedded in OCT. Frozen sections (10 μm) were stained with Oil Red O and lesion area quantified in every 3^rd^ section through the proximal aorta. Lesion size was not normally distributed and was transformed using the Yeo-Johnson transformation [101].

For immunohistochemical staining, primary antibody for α-smooth muscle actin (α-SMA) (Rabbit anti alpha smooth muscle actin abcam # ab32575) or CD68 (for macrophages; Rat anti–mouse CD68, Bio-Rad # MCA 1957) was applied on tissue sections from frozen, OCT-embedded proximal aortas. Frozen tissue sections were fixed in acetone (15min at 4°C), washed, blocked with 5% normal goat serum in 3% BSA (3h at room temperature), washed with PBS and incubated with the primary antibody for 1 h at room temperature and then overnight at 4°C. After washing with PBS, secondary antibody (α-SMA: Goat anti rabbit (Vector cat # BA-1000) or CD68: Goat anti rat (Vector cat # BA-9401)) was added for 1h at room temperature. With intervening washes, slides were then treated with ABC solution (Vector Laboratories Cat# AK-5000, 1h at room temperature), Vector red substrate (Vector Cat# SK-5100, 10-60min), Hematoxylin (Thermoscientific #7211, 2 min), Bluing reagent (Thermoscientific #7301, 1–2 minutes) and 0.01% fast green (Sigma #F7258, 30–60 seconds) and then dried and mounted with glycerol gelatin solution from Sigma (Cat# GG1). Slides stained for CD-68 macrophages, or for α-smooth muscle actin were analyzed for percent of lesion area with positive immuno-reactivity based on visual scoring of a superimposed grid.

### Plasma metabolites

We measured the following metabolites using MS/MS TOF as described [102]: acetyl-carnitine, arginine, asymmetric dimethylarginine (ADMA), betaine, butyrobetaine, butyryl-carnitine, carnitine, choline, citrulline, creatinine, crotonobetaine, gamma-butyrobetaine, hexanoyl-carnitine, isoleucine, leucine, Lysine, methyllysine, monomethylarginine (MMA), octenoyl-carnitine, ornithine, pentanoyl-carnitine, phenylalanine, propionyl-carnitine, symmetric dimethylarginine (SDMA), trans-crotonobetaine, trimethylamine (TMA), trimethylamine N-oxide (TMAO), tyrosine and valine.

### LC/MS/MS methodology

Stable isotope dilution LC/MS/MS was used for quantification of plasma analytes. Four volumes of methanol containing isotope-labeled internal standards were added to 1 volume of plasma to precipitate protein. The supernatant after centrifugation was analyzed by injection onto a silica column interfaced with an API 4000 Q-TRAP mass spectrometer (AB SCIEX, Framingham, MA) [102]. A discontinuous gradient was generated to resolve the analytes by mixing solvent A (0.1% propanoic acid in water) with solvent B (0.1% acetic acid in methanol) [102]. Analytes and the isotope labeled internal standards were monitored in positive MRM MS mode using characteristic precursor–product ion transitions. The parameters for the ion monitoring were optimized for each analyte. Various concentrations of analytes were spiked into the control plasma sample to prepare the calibration curves for quantification of analytes.

### Body composition

Body composition was measured a day or two before euthanasia by NMR using the Brüker minispec (Brüker Biospin Corp, Billerica, MA) and software from Echo MRI (Houston, TX) [103].

### Gene expression in the aorta

Whole aorta from the arch to the mid-abdomen was cleaned of peri-adventitial adipose and snap-frozen at the time of euthanasia, and total RNA isolated using the Qiagen (Valencia, CA) RNeasy kit, as described [104]. Genome wide expression profiles were determined by hybridization to Affymetrix HT-MG_430 PM microarrays on a subset of female mice from 104 strains (N = 1 to 10 aorta per strain).

### Gene expression in the liver

The liver was carefully dissected and a 50-μg aliquot from the left lobe was immediately frozen at the time of euthanasia and total RNA isolated using the Qiagen (Valencia, CA) RNeasy kit (cat# 74104), as described [104]. Genome wide expression profiles were determined by hybridization to Affymetrix HT-MG_430 PM microarrays on a subset of female mice from 96 strains (N = 1 to 3 liver samples per strain). To assess reliability of results from these microarrays, we compared expression in livers of Ath-HMDP F1 mice carrying a recipient genome from C57Bl/6J, A/J, DBA/2J or BALB/cJ with RNA-seq data for the same strains (n = 3 mice per strain). The correlation between these two approaches was quite strong, (approximately r = 0.72, p< 1.x10^-16^ for each strain) similar to a recently published comparison of microarray and RNA-seq data [105].

### Macrophage LDL uptake

Primary macrophages were harvested from four mice per strain, by intraperitoneal lavage four days following intraperitoneal injection of 1.5ml 4%Thioglycollate (BD, Sparks, MD). All mice were injected with the same batch of thioglycollate. Cells from each strain were pooled, and plated in replicate wells (n≥ 4) of 96-well black plates (Fisher, Pittsburgh, PA) at a cell density of 3×10^5^ cells per well in DMEM with 20% FBS at 37°C and 5% CO_2_. After overnight culture, cell media was replaced with 1% FBS DMEM media for controls or with media plus 10μg/mL DiI-acetylated LDL (Biomedical Technologies, Ward Hill, MA), or media plus 10μg/mL DiI-acetylated LDL and 200μg/mL unlabeled acetylated LDL (Biomedical Technologies). Four hours later, these media were removed and wells were washed 3 times with PBS and measured for DiI fluorescence (Excitation at 530 nm; Emission at 590 nm)**.**

### Weighted Gene Co-expression Network Analysis

Network analysis was performed using the WGCNA R package [52]. An extensive overview of WGCNA, including numerous tutorials, can be found at http://www.genetics.ucla.edu/labs/horvath/Co-expressionNetwork/ and this method has been extensively used to create co-expression networks [52, 106–110]. To generate a co-expression network for all probes, an adjacency matrix is created by first calculating the pairwise gene-gene correlations and then raising the Pearson correlation to the 10^th^ and 6^th^ power for aorta and liver, respectively. The power was selected using the scale-free topology criterion, which is determined by the function “pickSoftThreshold” in the WGCNA package [52, 111]. Network connectivity (k.total) of the genes was calculated as the sum of the connection strengths with all other network genes. A TOM-based dissimilarity measure was used for hierarchical clustering of the genes. Gene modules corresponded to the branches of the resulting dendogram and were defined using the “Dynamic Hybrid” branch cutting algorithm [112]. The parameters for module generation were as follows: “cut height” parameter was set to 0.99 and the “minimum module size” parameter was set to 30. Gene significance (GS) for each gene was determined and is defined as the correlation between lesion size and expression of probes. Module significance (MS) was calculated as the mean GS for all module genes. Modules that were most significantly correlated with lesion size in aorta and liver were visualized using Cytoscape [113].

### Gene ontology

We performed a Gene Ontology (GO) enrichment analysis for network modules using the Database for Annotation, Visualization and Integrated Discovery (DAVID) using the functional annotation clustering option [114]. Functional annotation clustering combines single categories with a significant overlap in gene content and then assigns an enrichment score (ES; defined as the–log10 of the geometric mean of the unadjusted p-values for each single term in the cluster) to each cluster.

### Association mapping

The Mouse Diversity Genotyping Array [115] was used to genotype ~150 classical and recombinant inbred mouse strains. After eliminating SNPs flagged as having poor quality, approximately 450,000 SNPs formed our starting set of genotypes. These SNPs were then filtered using the following criteria: the minor allele frequency could not be below 10% and the missing genotype frequency could not exceed 10%. Since a different subset of our 150 strains was used in each of our studies (which was dependent on strain availability at the time) this filtering was performed separately for each study.

### Association analysis

Associations were performed using FaST-LMM [55], a linear mixed model method that is able to account for population structure. To improve power, when testing all the SNPs on chromosome N for association, the kinship matrix was constructed using the SNPs from all other chromosomes besides N. This procedure allows us to include the SNP being tested for association in the regression equation only once. Also, any bias from measuring different numbers of mice for a given trait should be accounted for by the kinship matrix of the FaST-LMM algorithm.

### Correlation analysis

The biweight midcorrelation statistic is analogous to the Pearson correlation coefficient, but has the advantage of being robust to outliers. We used the bicor function implemented in the WGCNA R package [116] to calculate transcript-transcript correlations, transcript-trait correlations, and trait-trait correlations. These analyses were performed at the strain level to account for the variable number of mice collected for each trait.

### Local and distant eQTL definition

eQTL were defined as *local* or *cis* if the peak association was within a 4Mb interval, flanking 2Mb on either side of the genomic start site of the gene. eQTL were defined as *distant* or *trans* by selecting the peak association per chromosome per gene, excluding loci that mapped in *cis*.

### Genome-wide alpha for cis-eQTL

We calculate false discovery rates using the *qvalue* package in R. For each gene, we selected all association *p*-values in the 4 Mb interval, and calculated *q*-values using all the *p*-values for all genes. We estimated the FDR separately for each treatment and selected FDR<5%. We estimated the FDR separately for each tissue and selected FDR<5% as follows: aorta eQTL, the median 1% FDR cutoff was 8.4×10^−4^, and 5% FDR cutoff was 6.4×10^−3^. The corresponding results for the liver data were 1% FDR = 9.4×10^−4^ and 5% FDR = 6.7×10^−3^.

### Genome-wide alpha for trans-eQTL

Due to the computational complexity associated with evaluating *q*-values for over 2 billion *p*-values, we computed the FDRs by taking the median FDR for 100 samples, each containing 100 million randomly selected *p*-values from the original calculated association *p*-values [117]. We estimated the FDR separately for each tissue and selected FDR as follows: aorta eQTL, the median 1% FDR cutoff was p ≤ 1.5×10^−6^, and 5% FDR cutoff was 1.3×10^−5^. The corresponding results for the liver data were 1% FDR = 1.6×10^−6^ and p ≤ 5% FDR = 1.30×10^−5^. We set 1.3×10^−5^ as our threshold of significance for all molecular and clinical phenotypes.

### Stepwise linear regression of plasma metabolite levels associated with atherosclerotic lesion area

We used forward stepwise regression [66] to identify those metabolites that appeared to be the most effective predictors of lesion area. To avoid potential issues with over-fitting, we only used as candidate predictors those traits which had at least suggestive correlation with lesion area. These included plasma levels of choline, arginine, butyryl-carnitine, citrulline, TMAO, ornithine, KC, VLDL+LDL, HDL, TG, insulin, glucose, and the calculated parameter HOMA-IR.

## Supporting Information

S1 Fig Plasma lipoproteins in the Ath-HMDP. In each panel, strains are arranged in rank order by strain-average lipoprotein levels ± SEM after 16 weeks on high-fat diet. A) VLDL + LDL cholesterol (mg/dl) in females. B) VLDL + LDL cholesterol (mg/dl) in males. C) HDL cholesterol (mg/dl) in females. D) HDL cholesterol (mg/dl) in males. E) Total cholesterol (mg/dl) in females. F) Total cholesterol (mg/dl) in males. G) Triglycerides (mg/dl) in females. H) Triglycerides (mg/dl) in males.
(PDF) Click here for additional data file.

S2 Fig Plasma lipid correlations between diets. In each panel, strain average plasma lipoprotein levels (mg/dl) for females are plotted for mice on a chow diet at 8 weeks of age (horizontal axis) or after an additional 16 weeks on high-fat diet. A) VLDL + LDL cholesterol, B) Total Cholesterol, C) HDL Cholesterol, D Triglycerides.
(PDF) Click here for additional data file.

S3 Fig Relationships of metabolic risk factors to atherosclerosis in female Ath-HMDP mice. Correlation of atherosclerosis with levels of (**A**) plasma LDL/VLDL-cholesterol (mg/dl), (**B**) plasma HDL-cholesterol (mg/dl), (**C**) plasma triglycerides (mg/dl), (**D**) plasma insulin (pg/ml), (E) plasma glucose (mg/dl) and (F) HOMA-IR. Individual points indicate strain-averages for atherosclerotic lesion area (μm^2^/section) and clinical traits.
(PDF) Click here for additional data file.

S4 Fig Plasma glucose (mg/dl) and insulin (pg/ml) in the Ath-HMDP. In each panel, strains are arranged in rank order by strain-average glucose or insulin levels ± SEM after 16 weeks on high-fat diet. A) Glucose (mg/dl) in females. B) Glucose (mg/dl) in males. C) Insulin (pg/ml) in females. D) Insulin (pg/ml) in males.
(PDF) Click here for additional data file.

S5 Fig High resolution regional plots of atherosclerosis loci in females. LocusZoom plots [89] of atherosclerosis QTLs on (**A**) Chromosome 2 at 93.3 Mb, (**B**) chromosome 2 at 126.6 Mb and (**C**) Chromosome 5 at 24.6 Mb. Significance for association of SNPs with the atherosclerosis phenotype is indicated by–log p-value. Purple diamond indicates position of peak SNP. Other SNP positions are marked as circles with color indicating R^2^ as shown in color scale. Positions of nearby genes are mapped below.
(PDF) Click here for additional data file.

S6 Fig Conditional analysis of atherosclerosis QTLs. To determine if the two QTL peaks on chromosome 2 are independent, association analysis was repeated but conditioning on the peak SNP in each peak. (**A**) Top plot shows dual peaks in absence of conditioning. Middle plot shows association conditioned on peak SNP (rs27381267) at 93.3 Mb while bottom plot shows association conditioned on peak SNP (rs32754652) at 126.6 Mb. In each case, conditioning suppresses association for the local peak but not at the second peak, suggesting that the two association peaks are independent. (**B**) For QTL on chromosome 5, top plot shows broad peaks in absence of conditioning. Bottom plot shows association conditioned on peak SNP (rs32008039) at 24.6 Mb. In this case, conditioning suppresses association across the full region consistent with a single associated locus. Similarly, for QTL on chromosome 9, top plot shows broad peaks in absence of conditioning for both males (**C**) and females (**D**). Bottom plot shows association conditioned on peak SNP (rs33738357) at 49.6 Mb. Again, conditioning suppresses association across the full region consistent with a single associated locus.
(PDF) Click here for additional data file.

S7 Fig Atherosclerosis maping in the Ath-HMDP using only strains with 3 or more mice. Genome wide association plot for atherosclerotic lesion-area restricted to data from strains for which 3 or more females were available. In addition to the previously observed three peaks on chromosomes 2, 5 and 9, there is an additional locus on chromosome 10 that reaches significance.
(PDF) Click here for additional data file.

S8 Fig Plasma cytokine levels in the Ath-HMDP. In each panel, strains are arranged in rank order by strain-average metabolite levels (pg/ml) in females +/- SEM after 16 weeks on Western Diet. (**A**) GM-CSF, (**B**) IL-10, (**C**) MCP-1 (**D**) MIG, (**E**) MIP-1**α** and (**F**) MIP-1**β**.
(PDF) Click here for additional data file.

S9 Fig Reproducibility of DiI-AcLDL uptake in thioglycolate-stimulated macrophages isolated from HMDP mice (relative fluorescence). **(A**) Measurements on different dates for strains AXB13, BXD33, BXD40 and SM. Open circles indicate replicate mice measured on the same day. The closed circles for BXD40 indicate results for replicate mice measured on different days. (**B**) Relative fluorescence after varying concentrations of DiI–Ac-LDL after 4h or DiI-AcLDL plus 200 ug/ml unlabeled-AcLDL (**C**) Relative fluorescence after varying concentrations of DiI–Ac-LDL after 24h or DiI-AcLDL plus 200 ug/ml unlabeled-AcLDL.
(PDF) Click here for additional data file.

S10 Fig Plasma metabolite levels in the Ath-HMDP. In each panel, strains are arranged in rank order by strain-average metabolite levels (uM) in females ± SEM after 16 weeks on Western Diet. **(A)** Butyryl-carnitine, **(B)** Choline, **(C)** Trimethylamine N-oxide (TMAO). **(D)** Arginine, **(E)** Citrulline, **(F)** Ornithine.
(PDF) Click here for additional data file.

S11 Fig Hepatic eQTL analysis in the Ath-HMDP. (**A**) Transcript levels in liver of HMDP mice were profiled and significant associations are plotted according to chromosomal position (*x*-axis) versus the location of the structural gene (*y*-axis). The strong diagonal line represents *cis*-eQTL, whereas the remainder are *trans*-eQTL signals. (**B**) Genome-wide association results in the HMDP demonstrating a strong association for *Nnmt* transcript levels in liver on chromosome 9. (**C)** Correlation between *Nnmt* mRNA levels and atherosclerosis.
(PDF) Click here for additional data file.

S12 Fig Aortic eQTL analysis in the Ath-HMDP. (**A**) Transcript levels in aorta of HMDP mice were profiled and significant associations are plotted according to chromosomal position (*x*-axis) versus the location of the structural gene (*y*-axis). The strong diagonal line represents *cis*-eQTL, whereas the remainder are *trans*-eQTL signals. (**B**) Genome-wide association results in the HMDP demonstrating a strong association for *Nnmt* transcript levels in aorta on chromosome 9. (**C**) Genome-wide association results in the HMDP demonstrating a strong association for *Nub1* transcript levels in aorta on chromosome 5.
(PDF) Click here for additional data file.

S1 Table Correlation of clinical traits with atherosclerosis for females and males. (XLSX) Click here for additional data file.

S2 Table Strain average phenotype measurements for clinical and metabolic traits. For each strain and trait, the number of animals (n), trait average (avg), standard deviation (sd) and standard error of the mean (sem) are given. Separate worksheets are provided for clinical and metabolic traits and for male and female animals.
(XLSX) Click here for additional data file.

S3 Table Clinical trait QTLs. (XLSX) Click here for additional data file.

S4 Table Blood cell correlations with atherosclerotic lesion area. (XLSX) Click here for additional data file.

S5 Table Cytokines quantitated. (XLSX) Click here for additional data file.

S6 Table Top 1000 genes correlating with atherosclerosis. Separate worksheets are presented for genes showing positive or negative expression correlation in aorta or liver.
(XLSX) Click here for additional data file.

S7 Table Local eQTLs and their correlation with lesion size in the atherosclerosis loci. (XLSX) Click here for additional data file.

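Besides the genes of the Chr 9 locus, S7 Table lists Nub1 and Rheb for the aorta. Nub1, which encodes a negative regulator of the ubiquitin-like protein NEDD8, had a bicor of 0.212 with lesion area (adjusted p = 0.434), and a further probe set had 0.0868. Rheb, the GTPase that activates mTORC1, had a bicor of 0.174 (adjusted p = 0.564). Neither passed the test over all probe sets. The mean log2 intensity was 5.47 ± 0.132 for Nub1 and 9.92 ± 0.0882 for Rheb (SD of the strain means, n = 94), with 25.5% and 32.8% of the variance among strains.

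For Nub1, Pearson's r was 0.249 (permutation p = 0.015, adjusted p = 0.0311), rho was 0.189 (permutation p = 0.068, adjusted p = 0.0939) and r without the 2 farthest strains was 0.205. For Rheb, r was 0.175 (permutation p = 0.091, adjusted p = 0.13), rho was 0.171 (permutation p = 0.1, adjusted p = 0.126) and r without the 2 farthest strains was 0.162. The bicor of Rheb was 0.223 within the recombinant and -0.162 within the classical inbred strains. The difference was tested on Pearson's r, which was 0.212 and 0.0335 (permutation p = 0.44). For Nub1 the classical inbred strains had the higher values, with a bicor of 0.155 and 0.312 in the same order. Its Pearson's r was 0.212 and 0.373 (permutation p of the difference 0.55). Local eQTLs were not computed, since no genotypes are in the files.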

S8 Table Correlation of the expression of human GWAS gene homologs with atherosclerotic lesion size in aorta and liver (XLSX) Click here for additional data file.

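Of the 61 aortic probe sets (50 genes) of human GWAS homologs that S8 Table lists, 38 correlated positively and 23 negatively with lesion area here, each with the sign that the paper gives. Pvrl2 alone passed the test over all probe sets. When adjusted over the list alone, 12 probe sets passed, among them Slc22a5, a carnitine transporter gene (0.345), the lipoprotein lipase gene Lpl (0.292), Ly86, which encodes a partner of a Toll-like receptor homolog (0.296), and, with negative correlations, Camsap2 (-0.300) and the endothelin receptor gene Ednra (-0.292). An unadjusted p under 0.05 was found for 28 of the probe sets. The study chose the list on these mice, so the counts are not independent evidence. Across the 61 probe sets, which are not independent replicates, the bicor here and the paper's had a Spearman correlation of 0.840, much of which restates the shared signs, and the median share of variance among strains was 25.0%.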

S9 Table Diet composition. (XLSX) Click here for additional data file.

# Supplementary material for: Genetic Architecture of Atherosclerosis in Mice: A Systems Genetics Analysis of Common Inbred Strains
**Source:** PLoS Genet. 2015 Dec 22;11(12):e1005711. doi: 10.1371/journal.pgen.1005711

A.

Female CHR2 Locus Conditional Analysis

Top Plot: Chr2 Mapping

Middle Plot: Conditioned on rs27381267

Bottom Plot: Conditioned on rs32754652

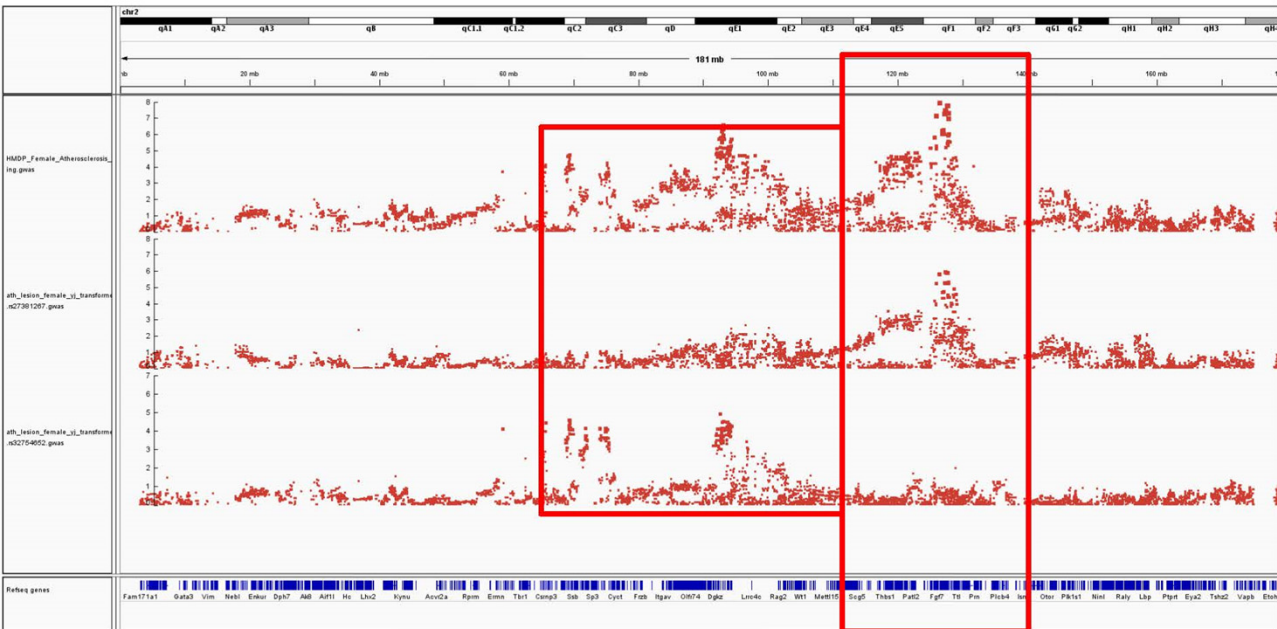

B.

Top Plot: Chr5 Mapping

Bottom Plot: Conditioned on rs32008039

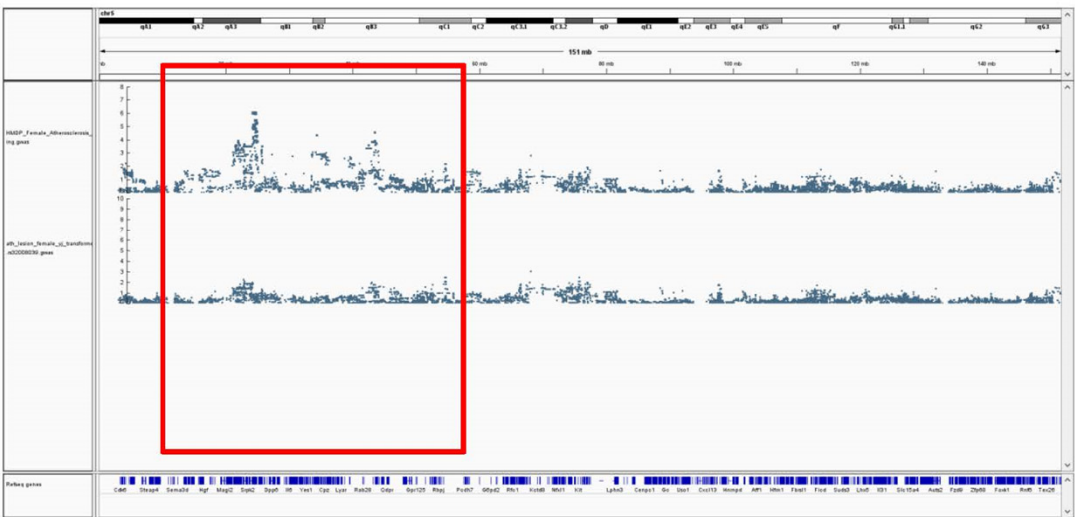

C.

Top Plot: Chr9 Mapping

Bottom Plot: Conditioned on rs33738357

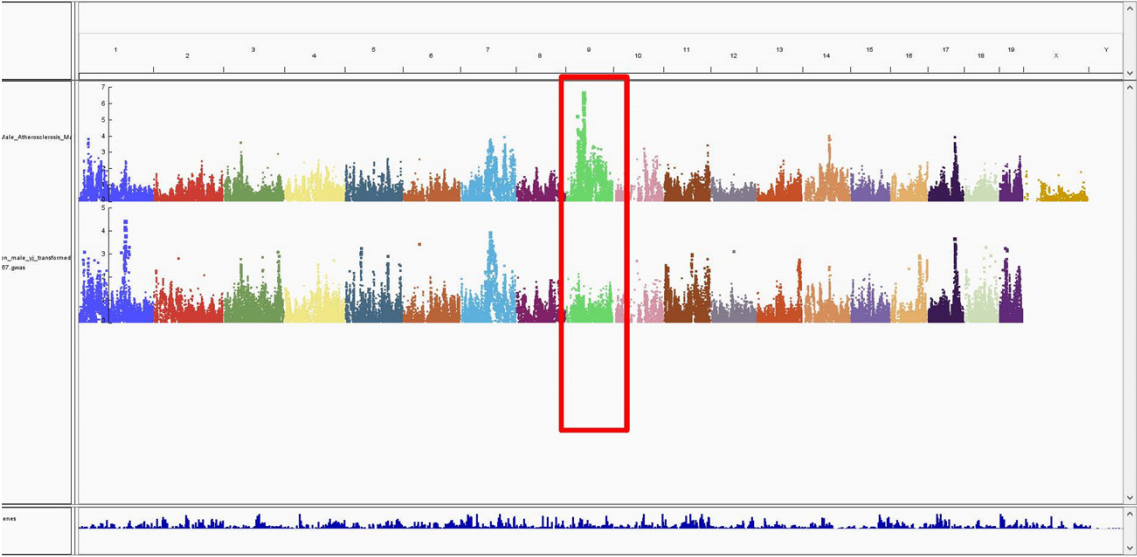

Male CHR9 Locus Conditional Analysis

D.

Female CHR9 Locus Conditional Analysis

Top Plot: Chr9 Mapping

Bottom Plot: Conditioned on rs33738357

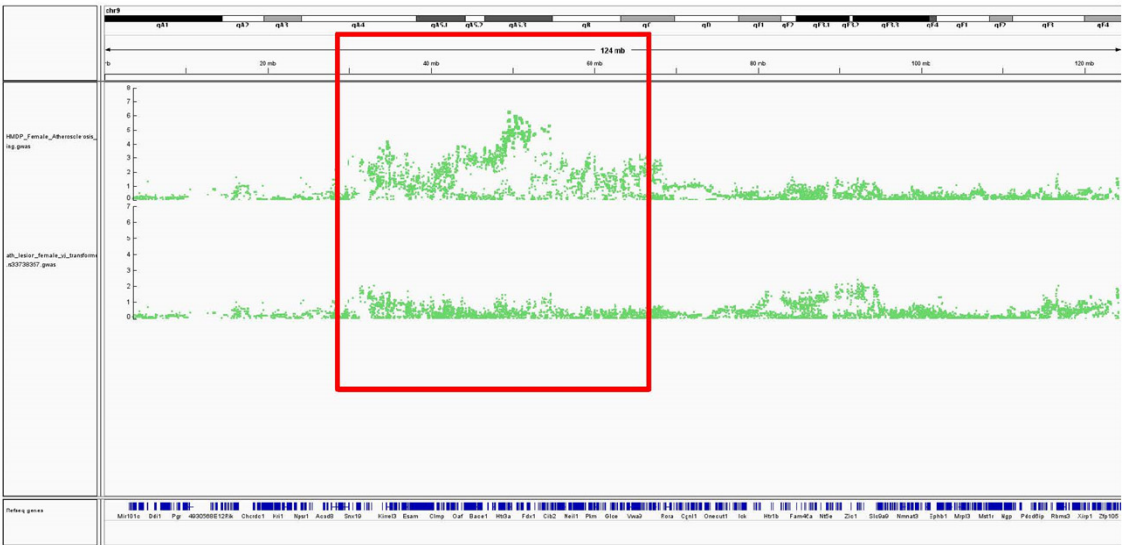

**Supplement:** S6 Fig — To determine if the two QTL peaks on chromosome 2 are independent, association analysis was repeated but conditioning on the peak SNP in each peak. (A) Top plot shows dual peaks in absence of conditioning. Middle plot shows association conditioned on peak SNP (rs27381267) at 93.3 Mb while bottom plot shows association conditioned on peak SNP (rs32754652) at 126.6 Mb. In each case, conditioning suppresses association for the local peak but not at the second peak, suggesting that the two association peaks are independent. (B) For QTL on chromosome 5, top plot shows broad peaks in absence of conditioning. Bottom plot shows association conditioned on peak SNP (rs32008039) at 24.6 Mb. In this case, conditioning suppresses association across the full region consistent with a single associated locus. Similarly, for QTL on chromosome 9, top plot shows broad peaks in absence of conditioning for both males (C) and females (D). Bottom plot shows association conditioned on peak SNP (rs33738357) at 49.6 Mb. Again, conditioning suppresses association across the full region consistent with a single associated locus.

How the deposited data were processed for this re-analysis (not part of the article)

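Total RNA from the aortas of female Ath-HMDP mice was measured on Affymetrix arrays, 1 array per mouse. The deposited table holds 366 arrays from 101 strains and 45141 probe sets. The sample labels name the array HT_MG-430A and the paper names it HT-MG_430 PM. According to the sample records, the authors processed the arrays with GCOS and RMA before deposition, so that the values are log2 intensities; no version of either tool is given, and the paper does not describe this step. Each column was matched to a strain and a mouse number by its label. No column was left unmapped, and the labels give no batch, date or operator.

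The lesion area of each strain was measured in the picture of Fig 4A as the length of its bar, with the scale taken from the axis ticks (2103 μm² per pixel). Of the 95 bars, 5 have no error bar. The areas were checked against 5 of the 6 plasma metabolite correlations that Fig 9 prints; butyryl-carnitine was left out because S2 Table holds no strain values of it. The paper's Methods state that lesion size was transformed by Yeo-Johnson. The areas were used as drawn, because in that form they gave the correlations of Fig 9, and transformed areas were an alternative that was not compared with Fig 9. BXD24b/TyJ of Fig 4A was left out because the arrays name BXD24/TyJ-Cep290<rd16>/J, a substrain with the rd16 allele of Cep290, and 7 strains with arrays have no bar under the same name. Of the 94 strains used, 32 belong to the BXD, 21 to the AXB/BXA, 8 to the CXB and 4 to the BXH set, and 29 are classical inbred strains.

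Log2 values were averaged per strain. The biweight midcorrelation was computed with a constant of 9, its p-value came from Student's t distribution, and Benjamini-Hochberg adjustment was made over all probe sets with a threshold of 0.05. Permutation p-values of r and rho used 100000 resamples, so that 1e-05 is the smallest they can give. A gene that the paper lists for aorta in S6, S7 or S8 Table was read from the listed probe set, and any other gene from its probe set with the highest mean. Of the probe sets, 28898 have 1 gene symbol, 551 have several and 15692 have none.

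The named genes (151) are every gene the paper names for aortic expression, the 10 highest and 10 lowest correlations past the threshold with the same sign in recombinant and classical inbred strains, the first 5 genes of each aorta sheet of S6 Table (whose values had been seen), up to 4 members of each gene list, the 10 genes with the largest share of variance among strains and, for each progenitor, the 5 largest changes. Gene lists (29) were tested in 3 ways: by the median bicor against 10000 permutations of the lesion areas over strains (smallest p 0.0001), by camera with a preset correlation of 0.01, and by camera with an estimated correlation, on 17097 genes with 1 probe set each. The lists cover smooth muscle contractile, dilated cardiomyopathy, actin-binding and striated muscle genes; macrophage, foam cell, lymphocyte, MHC class II, interferon and cytokine genes; brown, general and white adipocyte markers; endothelial, fibroblast, elastic fibre, cartilage, nerve, hepatocyte and erythroid genes; and genes of acyl-CoA metabolism, fatty acid oxidation, oxidative phosphorylation, cholesterol biosynthesis, cholesterol efflux, nitric oxide signalling, the chaperonin, the lysosome and the cell cycle.

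Modules came from an unsigned network of Pearson correlations to the power of 10, topological overlap and average linkage, with at least 30 genes per module and 1 height of the tree, chosen between 0.80 and 0.99 to give the most modules. Differences among strains were tested with limma's F test on 360 arrays of 95 strains with at least 2 arrays, and the share of variance among strains was the intraclass correlation. The F1 of A/J, BALB/cJ, C3H/HeJ and DBA/2J were compared with that of C57BL/6J by limma, and single genes also by exact permutation. Chromosomes and neighbours of genes were read from the GRCm38.p6 assembly, in which 99.3% of the genes with 1 symbol were found; the deposited table names no assembly.

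The alternatives tried were Pearson's and Spearman's correlation, lesion areas transformed by Yeo-Johnson, strains with at least 3 arrays, strains whose bar has an error bar, the median per strain, strain family or adipocyte marker scores as covariates, removal of the first principal component of the differences between mice of a strain, BXD24b/TyJ taken as that substrain, probe sets with a mean above the median, a limma regression, array weights, a shared spread, other network settings, and leaving out each strain or array in turn. One more, leaving out the 29 arrays high in hepatocyte markers (none was high in striated muscle markers), was chosen after the data were seen. Correlations with cell-type scores and single markers, Pearson's and Spearman's tests of modules, tests of gene lists in modules, differences between strain classes and values of modules with strain family taken out were added after the data had been examined. No eQTL was computed, since no genotypes were at hand, and no array of the liver or of cultured macrophages was analysed.

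Precision rests on the number of arrays (median 4 per strain, at most 8) and on signal over background: 22.6% of the probe sets have a mean above log2 6. The steps were tested on simulated data. Of 100 probe sets given a correlation of 0.4 over 94 strains, 46 were called, and of 100 given 0.6, all 100 were called, with 5 false calls. These false calls do not bound those of the real data. There, of 100 assignments of lesion areas, 96 over all strains and 92 within families gave no probe set, but the highest others gave 167 and 1912. Of 100 probe sets given a log2 change of 1 in a progenitor, 90 to 95 were called, with 5 to 14 false calls. Of 100 probe sets given a share of variance of 20% among strains, 67 were called, and the network recovered 180 of 180 simulated module genes. That simulation held 3 modules among 780 genes, where the real network had 17097 genes. The software was Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9, and R 4.3.3 with limma 3.58.1.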

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

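The tests of Pvrl2, Wdr73 and the module of Wdr73, and the comparison of macrophage with fibroblast markers, were chosen only after the results were seen, and the correlation of the brown adipocyte score with lesion area was added after the data had been examined.

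Genes of antigen presentation by MHC class II (median bicor 0.319) and interferon-stimulated genes (0.236) had positive correlations with lesion area, and the paper discusses neither group for the aorta. In camera with an estimated correlation neither list passed (adjusted p = 0.29 and 0.262), and no MHC class II gene passed over all probe sets. Among the differences between mice of the same strain, the first principal component held 17.5% of the variance, and 18 of its 50 leading genes were striated muscle markers, with Tnnt3, Tnni2 and Acta1 first. In 4 of the 48 groups of progenitor arrays examined for the paper's genes, 1 mouse lay far from the others, where chance gives about 1 group in 20. These were Cct7 in BALB/cJ mouse 702 (log2 8.84, the others at 8.72), Bco2 in C57BL/6J mouse 226 (4.23, the others from 3.44 to 3.67), 1110032A03Rik in C57BL/6J mouse 1024 (9.52, the others from 9.79 to 9.96) and Alg9 in C3H/HeJ mouse 1111 (2.61, the others from 2.99 to 3.33).

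Ucp1, a brown fat gene, had a mean log2 intensity of 12.9, although the authors cleaned the aortas of adipose tissue; intensities of different probe sets do not show how much RNA came from brown fat. The general markers Adipoq (12.5) and Fabp4 (13.5) were as high. Strain means of Ucp1 (12.5 to 13.1) and Cidea (12.4 to 12.8) spread little, near the highest array value of 13.7. Those of Elovl3 spread more (8.17 to 11.3). The weaker correlations of Cidea with Wdr73 and Pvrl2 therefore decide little about brown fat. With the brown adipocyte score taken out, 9.9% of the median bicor of the acyl-CoA genes was left. This met the mark set for different amounts of brown fat as the explanation. That reading was set aside after the value was seen, because the median of 0.0739 itself had an SD of 0.058 and so decides little. The members of the list had both signs. At most 97% of the bicor of Pvrl2 and Wdr73 was left (0.354 and 0.358; Pearson's r 0.390 and 0.357; with all adipocyte scores as covariates bicor 0.347 and 0.281), and 89.6% of that of the module of Wdr73 (0.254, SD 0.094; Pearson's r 0.270). The brown adipocyte score itself had r = 0.250 with lesion area (permutation p = 0.015, adjusted 0.0375; rho 0.217, adjusted 0.0525), so different amounts of brown fat left on the aorta may explain part of these correlations, and with these spreads a part cannot be told apart from none. A biological role of brown fat in lesions was not tested.

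The smooth muscle contractile genes had mostly negative correlations with lesion area (25 of 27), and the list did not pass by permutation (adjusted p = 0.279) or in camera with an estimated correlation (0.452) or with adipocyte scores as covariates (0.187). The test planned for a lower share of smooth muscle cells left it open, since the median bicor of the fibroblast and collagen genes was -0.027. A second comparison, made after that, asked whether the other cell types rise alike: the macrophage markers (0.209) and the fibroblast genes, the highest and lowest of 3 lists, differed by 0.236 in median with a bootstrap SD of 0.108, and a share of 0.116 of the bootstrap draws gave a range as large. The limit first written for it, 2 SD, was exceeded and was set aside after the value was seen, because the pair was picked as the highest and lowest of 3. A lower share of smooth muscle cells therefore stays open, as do different amounts of adipose tissue, a rise of macrophages with lesion area and lower expression within smooth muscle cells, which was not tested.

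Relatedness of the strains bears on the 66 probe sets correlated with lesion area. With lesion areas permuted within the 5 families, 3 of 100 assignments, the real one included, gave as many probe sets. Of the others, 1 gave 1912 and 92 gave none, and what produced the count of 1912 was not tested. Family as a covariate left 1 probe set, and for Pvrl2 and Wdr73 at most 63.8% of the bicor (0.261 and 0.218; Pearson's r 0.349 and 0.314, rho 0.314 and 0.272), so relatedness is not shown to be the whole source of the count but cannot be told apart from lesion area for these 2 genes. Batches are unknown.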

How the results depend on the processing

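The setting without arrays high in striated muscle or hepatocyte markers was chosen only after the data were seen. Of 150 correlations of named genes with lesion area, 99 kept their direction and their side of the threshold under every alternative run, and so did 31 of 36 progenitor changes and 1 of 29 lists. The cause of each change below was not tested, apart from settings that use fewer strains or test fewer probe sets. No paired analysis was possible because each array comes from its own mouse and the groups share no mouse numbers. The number of arrays per strain and the signal over background (22.6% of probe sets have a mean above log2 6) limit the precision.

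The 66 probe sets correlated with lesion area became 218 by Pearson's r, 225 by Spearman's rho, 264 with Yeo-Johnson transformed areas (a step of the paper's Methods), 176 among strains whose bar has an error bar, 112 with BXD24b/TyJ taken as BXD24/TyJ-Cep290<rd16>/J of the arrays, 101 among probe sets with a mean above the median, 227 by limma regression, 3 among strains with at least 3 arrays, 3 with adipocyte scores as covariates and 1 with strain family as covariate. Leaving out 1 strain gave 33 to 150, and 20 of the 94 strains moved the count by more than 1.5 times. It fell to 33 without AXB10/PgnJ, 37 without NOD/ShiLtJ, 39 without NON/ShiLtJ, 40 without CXB8/HiAJ, 41 without BXD56/RwwJ, 42 without KK/HlJ, and 43 without BXD22/TyJ or SJL/J. It rose to 101 without BXD64/RwwJ or NZW/LacJ, 102 without BXD13/TyJ, 103 without BXD21/TyJ or BXD44/RwwJ, 108 without BXA24/PgnJ, 112 without BXD48/RwwJ, 113 without BXD43/RwwJ or BXA16/PgnJ, 123 without BXD50/RwwJ or BXA8/PgnJ, and 150 without BXA25/PgnJ.

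Among probe sets with a mean above the median, 21649 differed among strains. The count in DBA/2J was 691 without arrays high in hepatocyte markers and 5133 with array weights. With 1 array left out, the count in A/J was 1017 (without A/J mouse 736) to 2150, and in BALB/cJ 2004 (without BALB/cJ mouse 700) to 3379. The log2 change of Bco2 in DBA/2J turned to 0.016 without arrays high in hepatocyte markers and 0.026 with array weights, and ran from -0.12 to 0.039 with 1 array left out (0.039 without C57BL/6J mouse 226).

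The values for lists are adjusted p of camera. With an estimated correlation no list passed (0 of 29): smooth muscle and dilated cardiomyopathy 0.452, actin-binding and macrophage 0.367, MHC class II and nitric oxide 0.29, interferon, acyl-CoA and chaperonin 0.262, and the other lists that had passed 0.103 to 0.553. Among strains with at least 3 arrays the calls of smooth muscle (0.32), dilated cardiomyopathy (0.96), actin-binding (0.55), nitric oxide (0.203), striated muscle (0.132), white adipocyte (0.0897) and fatty acid oxidation genes (0.427) were lost, cholesterol biosynthesis genes (0.0164) passed, and the direction reversed for endothelial (0.0459), fibroblast (0.12), elastic fibre (0.282) and oxidative phosphorylation genes (0.883). With strain family as covariate dilated cardiomyopathy (0.0676), nitric oxide (0.0664), chaperonin (0.144), brown adipocyte (0.279), fatty acid oxidation (0.82) and oxidative phosphorylation genes (0.158) were lost, cholesterol biosynthesis genes (0.00426) passed, and endothelial (0.94) and fibroblast genes (0.963) reversed. With adipocyte scores as covariates 9 lists passed; smooth muscle (0.187), dilated cardiomyopathy (0.693), actin-binding (0.506), acyl-CoA (0.49), nitric oxide (0.509), chaperonin (0.188), striated muscle (0.356), white adipocyte (0.565) and LXR target genes (0.0525) were lost, and brown (0.782) and general adipocyte (0.981), endothelial (0.693), fibroblast (0.00059), elastic fibre (0.49), hepatocyte (0.506), fatty acid oxidation (0.15) and oxidative phosphorylation genes (0.49) reversed. With the first principal component within strains removed, dilated cardiomyopathy (0.168), nitric oxide (0.0768), white adipocyte (0.0597), fatty acid oxidation (0.128) and oxidative phosphorylation genes (0.0768) were lost and striated muscle markers (0.624) reversed. With genes of a mean above the median, nitric oxide (0.0582), foam cell (0.0744) and cytokine genes (0.123) were lost, lymphocyte markers (0.889) reversed, and the cartilage, erythroid and hepatocyte lists gave no value. With the mean of all probe sets of a gene, fatty acid oxidation genes (0.0855) were lost and cell cycle genes (0.0466) passed, and with Yeo-Johnson areas endothelial markers (0.785) reversed.

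At a network power of 6, 3 modules passed, with a bicor of 0.300 for the interferon module and 0.289 for that of Wdr73, and among genes with a mean above the median 2 passed, with 0.288 and 0.290. In a signed network 0 passed (0.292 and 0.235, with Wdr73 ranked 34th in its module), and with adipocyte scores removed from every gene 0 passed (0.272 for the interferon module, Wdr73 in none). The overlap with S6 Table was 0.840 among strains with at least 3 arrays, 0.847 with strain family and 0.832 with adipocyte scores as covariates. Correlations with lesion area that reversed, none of them past the threshold, were those of Cd22 (-0.0145), Bglap (-0.139) and Apoa2 (-0.0233) by Pearson's r, Dpt (0.0817), Serpinf1 (0.11), Eln (0.00837), Etfdh (-0.115) and Uqcrfs1 (-0.0113) with adipocyte scores as covariates, Serpinf1 (0.0167) among strains with at least 3 arrays and Cct5 (0.00258) with strain family as covariate.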

Differences from the paper's values

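The test of acyl-CoA genes in the module was added after the data had been examined and no other test in this part was chosen after the results were seen, and every alternative named here was set before the data were examined (for a gene 13: 11 settings and the lowest and highest value with 1 strain left out). The r and p of S6 Table imply 74 strains, and 94 were used here. Correlations are said to differ here when they lie more than 1 standard error apart. This limit is not a test, and the values share mice. The genes from S6 Table were picked there by their correlation. Some alternatives take out strain family or adipocyte scores, which the paper's values do not. The paper's Methods state that lesion size was transformed by Yeo-Johnson, which is an alternative here. For Pvrl2 the paper's correlation with lesion area is 0.55 and the value here 0.409, and the values differ under all 13 alternatives. For Gucy1b3 the paper prints 0.23 and describes a negative association, and the value here is -0.161; the signs differ under all 13 alternatives, while S8 Table of the paper gives Gucy1a3 the negative value -0.233, beside -0.161 here.

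The paper's most correlated aortic module, which holds Wdr73, has a correlation of 0.46. Here the highest module by bicor, of interferon-stimulated genes, has 0.299 and the module of Wdr73 0.283, and both differ from the paper's value under every alternative network that gives them (with adipocyte scores removed, Wdr73 lies in no module). The paper has 43 modules and this network 24, which differ under all 4 alternatives; the method that draws modules from the tree is not the paper's.

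In S6 Table the paper's bicor of Wdr73 is 0.483 and the value here 0.369; they do not differ by Pearson's r, with Yeo-Johnson areas, among strains whose bar has an error bar, or without BXA25/PgnJ, and differ under the others. For Apln the paper's value is 0.602 and that here 0.509, and for Zfp106 the paper's is 0.58 and that here 0.483; both come within the error by Spearman's rho and with Yeo-Johnson areas, Apln also without AXB5/PgnJ and Zfp106 without BXA8/PgnJ, and not under the others. For Cpeb2 the paper's value is -0.517 and that here -0.432, which do not differ by Pearson's r, with Yeo-Johnson areas, with BXD24b/TyJ taken as BXD24/TyJ-Cep290<rd16>/J or without CXB13/HiAJ, and differ under the others. For Adcy3 the paper's value is 0.548 and that here 0.384, which differ under all 13. For Maoa the paper's value is -0.527 and that here -0.388, which do not differ by Pearson's r alone. For Grb14 the paper's value is -0.481 and that here -0.357, which do not differ among strains whose bar has an error bar alone.

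The paper names Wdr73 as the most connected gene of its module, and here it ranked 6th of 141 genes. The paper finds the module enriched in acyl-CoA metabolism, and here it held 2 of 42 such genes. The hypergeometric p was 0.0469, and 0.759 adjusted over all pairs of list and module. The paper tested a Gene Ontology term in its own module, and the list and the module here are not the paper's. These values therefore do not show whether the paper's enrichment holds. The paper describes Cdkn2b as strongly associated with atherosclerosis and the module as significantly correlated with it, and lists Nnmt and Wdr73 in S6 Table, and names no adjusted threshold for these. The paper's values of -0.399 for Cdkn2b and 0.357 for Nnmt do not differ from the -0.360 and 0.362 here. The unadjusted p here was 0.00037 for Cdkn2b, 0.00033 for Nnmt, 0.00026 for Wdr73 and 0.0057 for the module, and adjusted over all probe sets or modules none passed by bicor; with the same sign, Cdkn2b and Nnmt passed by Spearman's rho and with Yeo-Johnson areas, Nnmt and Wdr73 among strains whose bar has an error bar, Wdr73 by Pearson's r and with Yeo-Johnson areas, and the module at a power of 6 and among genes with a mean above the median.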

Other observations

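The tests of the progenitor splits and of the genes on chromosome 2 were chosen only after the results were seen, and the tests of gene lists in modules, of modules by Pearson's r and of adiposity were added after the data had been examined.

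Foam cell and cholesterol efflux genes had mostly positive correlations with lesion area. Of 17 foam cell and lesion macrophage markers, 15 correlated positively with lesion area (median bicor 0.210), with Itgax (0.392), Mmp12 (0.331) and Lpl highest and Fabp5 (-0.245) lowest; none passed over all probe sets, and 5 positive and 1 negative passed over the list alone. Of 9 cholesterol efflux and LXR target genes 7 were positive (median 0.186), and Lpcat3 (0.339) passed over the list alone. Of 29 cytokines and chemokines 25 were positive (median 0.172), with Ccl7 (0.350) and Cx3cl1 (0.334) highest, and 4 passed over the list alone. Of 24 lysosome genes 22 were positive (median 0.0995), and Mcoln1 (0.334) and Lamp2 (0.300) passed over the list alone. The permutation test gave an adjusted p of 0.0014, 0.0014, 0.0036 and 0.12 for these lists, and camera 0.0007, 0.0108, 0.0202 and 0.00092 (adjusted p = 0.103, 0.103, 0.407 and 0.262 with an estimated correlation). Among genes with a mean above the median the foam cell (0.0744) and cytokine lists (0.123) did not pass camera, and the efflux (0.0427) and lysosome lists (0.0046) did. The means of Itgax (log2 3.01), Mmp12 (3.16) and Ccl7 (3.00) lie below the median array value of 3.28. Lipa and Atp6v0d2 are in both the foam cell and the lysosome list. Lpcat3 and Lipa lie in the module of Wdr73 (r with Wdr73 0.685 and 0.668), so the cells that these correlations come from are not known.

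Nerve and Schwann cell markers had mostly negative correlations, and the list did not pass by permutation. Of 13, 11 were negative (median -0.169), with S100b (-0.320) and Mbp (-0.312) lowest, and 4 negative markers passed over the list alone. Pllp had the opposite sign (0.427) and alone passed over all probe sets. The adjusted p was 0.058 by permutation and 8.7e-06 by camera (adjusted p = 0.103 with an estimated correlation). Erythroid markers were negative in 3 of 3 (median -0.178, adjusted p = 0.15 by permutation, 0.0097 by camera and 0.262 with an estimated correlation).

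Other lists had medians nearer 0, with no member past the threshold over all probe sets. The median was -0.0155 for striated muscle (14 of 28 positive), 0.0775 for T and B lymphocyte (11 of 15), 0.0033 for endothelial (7 of 14), -0.027 for fibroblast (5 of 14), -0.0505 for elastic fibre (3 of 8), -0.0249 for cartilage (5 of 12), 0.0765 for hepatocyte (8 of 12), -0.0949 for cholesterol biosynthesis (6 of 18) and -0.0235 for cell cycle genes (9 of 23). Over the list alone Matn3 of the cartilage list (0.294) and Lss of the cholesterol biosynthesis list (-0.322) passed. The adjusted p by permutation was 0.882, 0.38, 0.968, 0.789, 0.645, 0.645, 0.301, 0.279 and 0.765. By camera it was 0.0054 for striated muscle (adjusted p = 0.49 with an estimated correlation) and 0.642, 0.787, 0.642, 0.306, 0.134, 0.494, 0.287 and 0.0962 for the others. Camera gave the lymphocyte, endothelial and hepatocyte lists the negative direction, opposite to their medians.

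In the network, 8 of 8 MHC class II genes, 13 of 15 lymphocyte markers and 10 of 25 macrophage markers (0.374 expected, hypergeometric adjusted p = 6.8e-11) lay in 1 module of 256 genes (bicor 0.211, adjusted p = 0.163), 8 of 13 nerve markers in a module of 214 genes (-0.170), and 10 of 12 hepatocyte markers in a module of 68 genes (0.0836). By Pearson's r these modules had 0.0200, -0.249 and 0.00263 (permutation p = 0.85, 0.016 and 0.98; adjusted p = 0.927, 0.096 and 0.98). The white adipocyte score followed the paper's adiposity of the strains (r = 0.528, rho = 0.490, each with a permutation p of 1e-05, adjusted over 3 relations 3e-05, r = 0.469 without the 2 farthest strains). For the brown score r was 0.214 (permutation p = 0.038, adjusted 0.057) and rho 0.245 (0.017, adjusted 0.0255), and for the general score r was -0.00599 (0.95) and rho -0.0121 (0.91).

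Chance is unlikely but not excluded for the 66 probe sets correlated with lesion area. Of 100 assignments of areas to strains, 2, the real one included, gave as many, and the highest other gave 167. For differences among strains chance can be excluded (34845 by one-way ANOVA, 1 of 100 assignments, highest other 313). It can be excluded too for BALB/cJ (3194, 1 of 100 splits, highest other 1630) and C3H/HeJ (3993, 1 of 100, 1461). For A/J no other split gave as many (2195, 1 of 84), but the highest other was close at 2158. For DBA/2J (1594, 2 of 100) another split gave 1693, so chance is unlikely there but not excluded.

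Of the 66 probe sets, 39 belong to genes placed on the GRCm38.p6 assembly, and 7 of these genes lie within 4 Mb on chromosome 2: Ccdc32, Gchfr, Oip5os1, Mga, Tmem87a, Ppip5k1 and Bloc1s6. Gchfr and Tmem87a correlated negatively with lesion area and the other 5 positively. Neighbouring genes that vary together among related strains were tested as the explanation: 1 of 100 assignments of lesion areas within families, the real one, gave as many genes in 1 window, and the highest other gave 5. These genes start between 119 and 122.7 Mb, and the paper maps 2 lesion loci of females on chromosome 2. Assigning the areas anew breaks any link of lesion area with genotype, so variation with a linked lesion locus is not excluded. The 7 correlations were not separated from each other or from these loci. Whether a variant in this part of chromosome 2 acts on lesions was not tested, since no genotypes were at hand. The 2 probe sets of Bloc1s6 with opposite signs leave open that strain variants change hybridization, which was not tested since the files hold no strain sequences.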
